# tRNA-Derived Small Non-Coding RNAs in Response to Ischemia Inhibit Angiogenesis

**DOI:** 10.1038/srep20850

**Published:** 2016-02-11

**Authors:** Qing Li, Bin Hu, Guo-wen Hu, Chun-yuan Chen, Xin Niu, Juan Liu, Shu-min Zhou, Chang-qing Zhang, Yang Wang, Zhi-Feng Deng

## Abstract

Ischemic injuries will lead to necrotic tissue damage, and post-ischemia angiogenesis plays critical roles in blood flow restoration and tissue recovery. Recently, several types of small RNAs have been reported to be involved in this process. In this study, we first generated a rat brain ischemic model to investigate the involvement of new types of small RNAs in ischemia. We utilized deep sequencing and bioinformatics analyses to demonstrate that the level of small RNA fragments derived from tRNAs strikingly increased in the ischemic rat brain. Among these sequences, tRNA^Val^- and tRNA^Gly^-derived small RNAs account for the most abundant segments. The up-regulation of tRNA^Val^- and tRNA^Gly^-derived fragments was verified through northern blot and quantitative PCR analyses. The levels of these two fragments also increased in a mouse hindlimb ischemia model and cellular hypoxia model. Importantly, up-regulation of the tRNA^Val^- and tRNA^Gly^-derived fragments in endothelial cells inhibited cell proliferation, migration and tube formation. Furthermore, we showed that these small RNAs are generated by angiogenin cleavage. Our results indicate that tRNA-derived fragments are involved in tissue ischemia, and we demonstrate for the first time that tRNA^Val^- and tRNA^Gly^-derived fragments inhibit angiogenesis by modulating the function of endothelial cells.

Ischemic injuries are due to the interruption of or an insufficient blood supply and can lead to a loss of function in ischemic organs. For example, ischemic stroke is a leading cause of disability and death among the adult population in response to cerebrovascular insults. After ischemic stroke, ischemia and anoxia result in the degeneration and necrosis of neurons^1^. Numerous studies showed that angiogenesis accompanies ischemic stroke, wherein the expression of angiogenic factors is induced within hours, and the microvascular density increases within days of the onset of ischemia^2^,^3^. Post-ischemia angiogenesis serves as a key step for neurovascular repair and stroke recovery by improving cerebral perfusion, promoting the generation of new neurons and their migration to the ischemic zone, and facilitating neuronal plasticity and remodeling^4^,^5^. Because revascularization plays a crucial role in promoting the recovery of ischemic tissues, the molecular mechanisms underlying this process need to be fully elucidated.

Small non-coding RNAs are defined as transcripts of <200 nucleotides (nts) that lack protein-coding capacity^6^; this class of RNAs includes microRNAs (miRNAs), piwi-interacting RNAs (piRNAs), small nucleolar RNAs (snoRNAs), and transfer RNAs (tRNAs)^7^. Among others, miRNAs have been established to be critical for vascular development, physiology and disease. Previous studies^8^,^9^,^10^,^11^,^12^ showed that various miRNAs are highly expressed in vascular endothelial cells (ECs) and/or in tumor cells. These miRNAs serve as critical regulators of angiogenesis by modulating the expression of several angiogenic or anti-angiogenic factors and affecting the endothelial differentiation of pluripotent stem cells, ECs proliferation and migration^8^,^9^,^10^,^11^,^12^. PiRNAs are another class of small non-coding RNAs that are involved in this process. A recent study published by Yan H and colleagues^13^ demonstrated that piRNA-823 can act a positive regulator of neovascularization to promote tumorigenesis. This initial evidence for a functional role of piRNAs in angiogenesis implicates the importance of another class of small non-coding RNAs in this process.

tRNAs are adaptor molecules that are 73 to 94 nts in length and act as an indispensable component in the synthesis of new proteins^14^. In addition to their functional role in protein translation, tRNAs perform non-canonical functions in cellular communication, reverse transcription, the targeting of proteins for degradation, etc^14^,^15^,^16^,^17^,^18^,^19^. Recently, a new class of small RNAs distinct from canonical small RNAs has been discovered in various organisms^20^,^21^. In 2005, Fu *et al.*^22^ unexpectedly discovered a significant number of sequences that were cleaved from the 5′ end of tRNAs at the anti-codon loop. Therefore, these tRNA-derived fragments were named tRNA halves^20^,^22^. Subsequent studies showed that various stress conditions can induce tRNA cleavage, and these fragments can serve as small interfering RNAs that regulate the activity of translation factors^22^,^23^,^24^. They function as modulators in diverse biological processes, including cell proliferation and apoptosis^19^,^20^,^25^. However, few studies have investigated the involvement of tRNA-derived small RNAs in ischemic pathophysiology and their roles in post-ischemia angiogenesis.

In the present study, we profiled small RNA transcripts of <35 nts from rat ischemic right brain and uninjured left brain tissues using Solexa deep sequencing. Surprisingly, we discovered that a class of small RNAs that primarily were 29 to 34 nts in length were significantly up-regulated after ischemia. Using a bioinformatics analysis, we found that an overwhelming majority of these small RNAs were derived from tRNA. Most of the sequences were selectively cleaved from the 5′ end of their parental mature tRNA. We then focused on the two most abundant small RNAs derived from tRNA^Val^ and tRNA^Gly^ for further analysis. We utilized Northern blotting and quantitative RT-PCR analyses to confirm that these two small RNA families were not only increased in ischemic brain tissues but also remarkably induced in a hindlimb ischemia and cell hypoxia model. Importantly, we showed that these tRNA-derived fragments could inhibit the proliferation, migration, and tube formation of ECs. Our results suggest that these tRNA-derived small RNAs function as negative regulators of angiogenesis.

## Results

### tRNA-derived small RNAs were extremely enriched in the post-ischemic rat brain

To investigate the involvement of small RNAs in tissue ischemia, we first generated the rat MCAO model. Twenty-four hours later, the ischemic right brain tissues were processed for small RNA (<35 nts) deep sequencing, and the uninjured left brain tissues served as controls. 

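Small RNA libraries were made from both sides of the brain of 5 rats, numbered 45, 52, 61, 71 and 72 in the sample titles. The right middle cerebral artery had been occluded for 2 h, and the tissue was taken at 24 h. The right brain gave the 5 ischemic libraries and the left brain the 5 control libraries, so each rat has 1 library in each group. The titles name the animal and the side. A second label, the source of the tissue, names the other condition for 4 of the 10 libraries: the right brains of rats 45 and 52 are labelled control, and the left brains of rats 71 and 72 are labelled ischemic. The paper's text and Supplementary Table 1, which heads its columns L and R, assign the conditions by side, and the side was used here for all 10 libraries. The authors removed low-quality and short reads, compared the rest first with miRBase, and matched tRNA fragments to the Genomic tRNA Database. For each tRNA and sequence they deposited the number of reads per library and a second value, headed TPM. Reads divided by that value gave almost the same number for every fragment of a library, whatever its length. It varied most in the control library of rat 72, from 42674115.41 to 42674116.32. The second value is therefore reads per 1000000 reads (RPM) of the library, and the quotient is the library's total number of reads. These totals were 5793082, 7045078, 5422280, 5150335 and 42674116 reads in the control libraries of rats 45, 52, 61, 71 and 72, and 5272579, 5803656, 12970429, 5125962 and 8814391 reads in the ischemic libraries. The log2 difference in depth between the groups was -0.29 (two-sided exact permutation test, p = 0.786). A fragment with 0 reads may be present at up to 3 reads, which is 0.0703 RPM in the deepest library and 0.585 RPM in the shallowest. This limit covers counting error only, since reads copied by PCR are not independent molecules. The deposited values cover 2262 tRNA fragments from 69 tRNAs with 38 anticodons. Apart from 1 fragment whose start is listed after its end, each spans 26 to 36 nts of its tRNA. The listed sequence of 86 fragments is longer than 36 nts. All 2262 had at least 1 read in every ischemic library, and 599 had at least 1 read in every control library. The paper's text does not name the rule by which fragments were listed. The same sequence is listed for more than one fragment in 114 cases. In 59 of them it is a single sequence of 57 nts, longer than its spans, that stands beside fragments of tRNA3809-GlnCTG. Which bases the reads of those fragments cover is uncertain. Reads of near-identical tRNAs could also have been split between fragments by the authors' assignment, so the tRNA behind a fragment with a shared sequence is uncertain as well. Other classes of small RNA were not analysed here.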

In the control group, most small RNAs distributed at a read length of 20–24 nts and peaked at 22 nts. Although many small RNAs in the ischemic group were also 20–24 nts in length, most reads indicated a length of 29–34 nts (Fig. 1A). Further analyses showed that the majority of small RNAs (93.7%) in the control group were annotated as miRNAs (Fig. 1B) and mainly distributed at 20–24 nts (Fig. 1C). The remaining RNAs were fragments from tRNA, protein coding RNAs, rRNAs, snoRNAs and other types of small RNAs. 

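Reads of tRNA-derived fragments made up 2.09% ± 0.459 (SD, n = 5) of all reads in the control libraries and 32.6% ± 12.5 (SD, n = 5) in the ischemic libraries. The control libraries ranged from 1.34% to 2.42% and the ischemic libraries from 14.3% to 46.7%, so the groups did not overlap. The log2 difference was 3.89, a 14.8-fold higher share, with the ischemic side higher in 5 of 5 rats (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). The ischemic libraries ran from rat 61 at the low end to rat 72 at the high end.

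**Figure D1:**
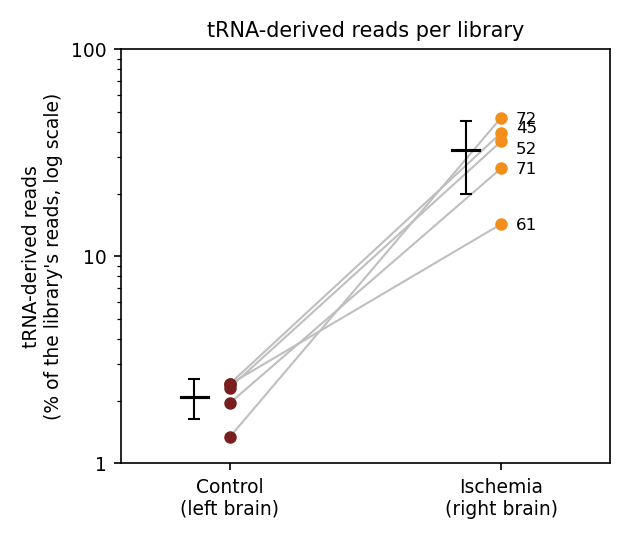
Reads of tRNA-derived fragments as a percent of all reads of each library, on a log scale, in the control (left) and ischemic (right) brain. Each point is 1 library, lines join the libraries of 1 rat, whose number stands beside it, and the bar gives the mean ± SD (n = 5). Every ischemic library, at 14.3% or more, lies above every control library, at 2.42% or less.

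Fragments that span 29 to 34 nts held 99.4% ± 0.286 (SD, n = 5) of the tRNA-derived reads in the ischemic group and 95.8% ± 2.57 (SD, n = 5) in the control group. The difference was 3.58 percentage points and larger than the spread of the ischemic libraries (two-sided exact permutation test, p = 0.00794). The remainder in the control group lay mostly at 26 nts (1.93% ± 0.802 of tRNA-derived reads) and 27 nts (1.67% ± 1.52), which held 0.128% ± 0.0726 and 0.121% ± 0.0539 in the ischemic group. These are shares of the listed reads only. Apart from 1 fragment, the list spans 26 to 36 nts, and it holds only fragments seen in every ischemic library. Shorter tRNA-derived reads are not counted, so how they would change the difference is not known. Among tRNAs other than tRNA Val(CAC) and tRNA Gly(GCC), the share at 29 to 34 nts was 31.6 percentage points higher in the ischemic group (two-sided exact permutation test, p = 0.00794). With the groups formed by the source labels, the difference in the share at 29 to 34 nts was -1.04 percentage points (two-sided exact permutation test, p = 0.635).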

In the ischemic group, the most abundant small RNAs were fragments derived from tRNAs (51.6%) (Fig. 1B), which accounted for the majority of the 29–34 nts small RNA population (Fig. 1C). These results indicated that tRNAs are cleaved into small fragments during ischemia, suggesting that these tRNA-derived fragments may play important roles in brain tissue ischemia.

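The number of tRNA-derived reads itself was 12.1-fold higher in the ischemic libraries, from 1364045 to 4119056 reads against 100418 to 570737 in the control libraries. On the log2 scale the difference was 3.60 (two-sided exact permutation test, p = 0.00794), and the ischemic library had more of these reads in 5 of 5 rats. The choice that moved this value most was grouping by the source labels, which gave 1.11 (two-sided exact permutation test, p = 0.421). Without the 10 tRNAs of Supplementary Table 1 the log2 difference in reads was 2.03 (two-sided exact permutation test, p = 0.0476). Single fragments were compared with edgeR's quasi-likelihood test, with the library totals as library sizes and Benjamini-Hochberg adjustment. The test covered the 876 fragments with at least 10 reads in at least 5 libraries. At an adjusted p-value under 0.05, 828 fragments were higher and 29 were lower in the ischemic group, so 96.6% of the changed fragments were higher. The median log2 fold change was 4.23. These counts are not of independent molecules. Of the 2262 listed fragments, 700 are of tRNA Gly(GCC) and 249 of tRNA Val(CAC), and many differ from a more abundant one by 1 base. Such a sequence may be a misreading of the abundant one and would then rise with it. Of all 876, 813 were higher in 5 of 5 rats, and 26 of the 29 lower ones were lower in 5 of 5 rats. Chance alone would put 6.25% of independent fragments on the same side, either way, in 5 of 5 rats. Neither count can be tested against this value. The fragments of a library shift together, and the 29 were chosen as lower in these same libraries. When each library was instead scaled to its own tRNA-derived reads with edgeR's TMM factors, which removes the overall rise, the median log2 fold change was 0.34. In that fit 166 fragments had a larger and 96 a smaller share of the tRNA-derived reads in the ischemic group, so 63.4% of the changed fragments were larger. Outside the supplementary tables, the largest rises among fragments with a mean of at least 100 reads were in the fragment of tRNA Glu(CTC) from position 3 to 33, with a log2 fold change of 8.13 (standard error 1.11, adjusted p = 4.49e-07 from edgeR's quasi-likelihood test), and in fragments of tRNA2138-GluTTC from position 3 to 33 and of tRNA20-AspGTC from position 38 to 69, at 7.38 and 7.30. Their control libraries held at most 6, 9 and 4 reads, so these folds rest on few control reads. The largest falls were in the fragment of tRNA6301-LysCTT from position 16 to 41, with a log2 fold change of -3.21 (standard error 0.54, adjusted p = 5.49e-06 from the same test), and in fragments of tRNA Glu(CTC) from position 16 to 42 and from position 13 to 42, at -3.04 and -2.73. In the 6 libraries whose labels match the side, the last of these was -0.96 (adjusted p = 0.228 from edgeR's quasi-likelihood test).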

### The characterization of up-regulated tRNA-derived small RNAs

Next, we characterized these up-regulated small RNA fragments by comparing them to the Genomic tRNA Database. The results showed that most of these fragments in the ischemic group were derived from tRNA^Val(CAC)^ and tRNA^Gly(GCC)^, and the top 10 matched tRNAs are shown in Fig. 2A. 

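The share of each library's tRNA-derived reads that came from tRNA Val(CAC) and tRNA Gly(GCC) together was 92.6% ± 0.771 (SD, n = 5) in the ischemic group and 89.7% ± 4.01 (SD, n = 5) in the control group. This difference of 2.95 percentage points did not exceed the spread of the control libraries (two-sided exact permutation test, p = 0.0873). Among fragments of 29 to 34 nts only, it was -0.338 percentage points (two-sided exact permutation test, p = 0.778). Leaving out single libraries moved the difference over all lengths both ways. Without the control library of rat 52 it was 3.82 percentage points (two-sided exact permutation test, p = 0.00794). It was smaller without the control library of rat 72, which had the lowest share, 82.9%.

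**Figure D2:**
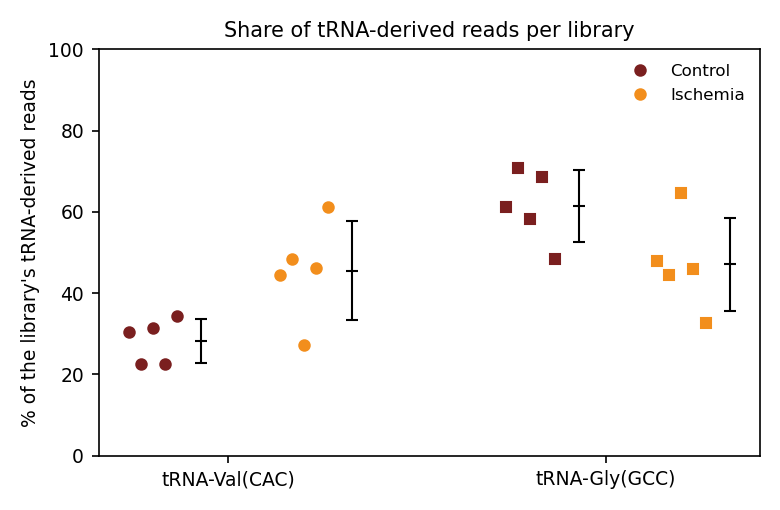
Share of each library's tRNA-derived reads from tRNA Val(CAC) (circles) and tRNA Gly(GCC) (squares), in percent, in the control and ischemic groups. Each point is 1 library and the bars give the mean ± SD (n = 5). tRNA Val(CAC) lies at 28.2% in the control and 45.5% in the ischemic group, and tRNA Gly(GCC) at 61.4% and 47.1%.

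Taken alone, tRNA Val(CAC) rose from 28.2% ± 5.48 (SD, n = 5) to 45.5% ± 12.1 (SD, n = 5) of the tRNA-derived reads (two-sided exact permutation test, p = 0.0317), while tRNA Gly(GCC) went from 61.4% ± 8.93 (SD, n = 5) to 47.1% ± 11.4 (SD, n = 5), a difference of -14.3 percentage points that did not pass the threshold (two-sided exact permutation test, p = 0.0714). Both calls depend on single libraries. Without the control library of rat 72 or the ischemic library of rat 61, the difference for tRNA Gly(GCC) was -17.6 or -18.7 percentage points (two-sided exact permutation tests, p = 0.0317 and 0.0159). Without the ischemic library of rat 72, that for tRNA Val(CAC) was 13.3 (two-sided exact permutation test, p = 0.0635). Leaving out any other library kept each call. The authors list 2 tRNAs under each of these anticodons. The main fragments of the pair of tRNA Gly(GCC) differ by T5G and those of the pair of tRNA Val(CAC) by T27C, positions counted from 1 at the 5′ end of the tRNA and the more abundant fragment given first, so reads could have moved between the members of a pair. The annotation of the GRCr8 assembly names 9 genes Trnav-cac and 22 genes Trnag-gcc; the deposited values give no chromosome positions.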

Low levels of tRNA-derived fragments were also observed in the control group (Fig. 2A, supplementary Table 1). 

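In the control group, tRNA Gly(GCC) fragments reached 13002 ± 3818 RPM (SD, n = 5) and tRNA Val(CAC) fragments 5818 ± 1523 RPM (SD, n = 5), summed over all fragments of each anticodon. The next most abundant in the control group were tRNA Glu(CTC) at 520.1 ± 187 RPM and tRNA His(GTG) at 387 ± 327 RPM (SD, n = 5). Some tRNAs were relatively more prominent in the control than in the ischemic group. Fragments of tRNA Leu(CAG) held 0.980% ± 0.310 of the tRNA-derived reads in the control group and 0.0181% ± 0.0122 in the ischemic group (SD, n = 5; two-sided exact permutation test, p = 0.00794), and their level itself was lower in the ischemic group, at 47.4 ± 14.2 against 198 ± 57.0 RPM.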

A further sequence analysis showed that most of the fragments that matched the 5′ half of the specific tRNA shared identical 5′ sequences and only differed by a few nucleotides at the 3′ ends; furthermore, they were preferentially cleaved at the anti-codon loop (Fig. 2B,C, supplementary Table 2). These data suggest that these tRNA-derived small RNAs are not random products of tRNA degradation but the result of accurate cleavage modulations in response to hypoxia. 

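Fragments that begin at position 1 of the tRNA held 96.9% ± 1.41 (SD, n = 5) of the tRNA-derived reads in the ischemic group and 94.8% ± 3.64 (SD, n = 5) in the control group (two-sided exact permutation test, p = 0.294). The control library of rat 72, at 88.5%, was the lowest, and without it the difference was 0.547 percentage points (two-sided exact permutation test, p = 0.595). Counting fragments that begin at positions 1 to 3, the difference was 2.68 percentage points (two-sided exact permutation test, p = 0.0397). Of the 2262 fragments, 1305 begin at position 1. For tRNA Val(CAC), the last position of these 5′ fragments was 33 in 97.0% ± 0.805 of the reads in the ischemic group and 94.2% ± 2.08 in the control group, and 32 in 2.13% ± 0.652 and 3.53% ± 0.981 (SD, n = 5). The last position was more spread for tRNA Gly(GCC). It was 32 in 72.2% ± 6.57 of the reads in the ischemic group and 85.9% ± 4.74 in the control group, 31 in 12.0% ± 2.31 and 8.02% ± 3.02, and 30 in 12.8% ± 5.89 and 4.63% ± 1.22 (SD, n = 5).

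**Figure D3:**
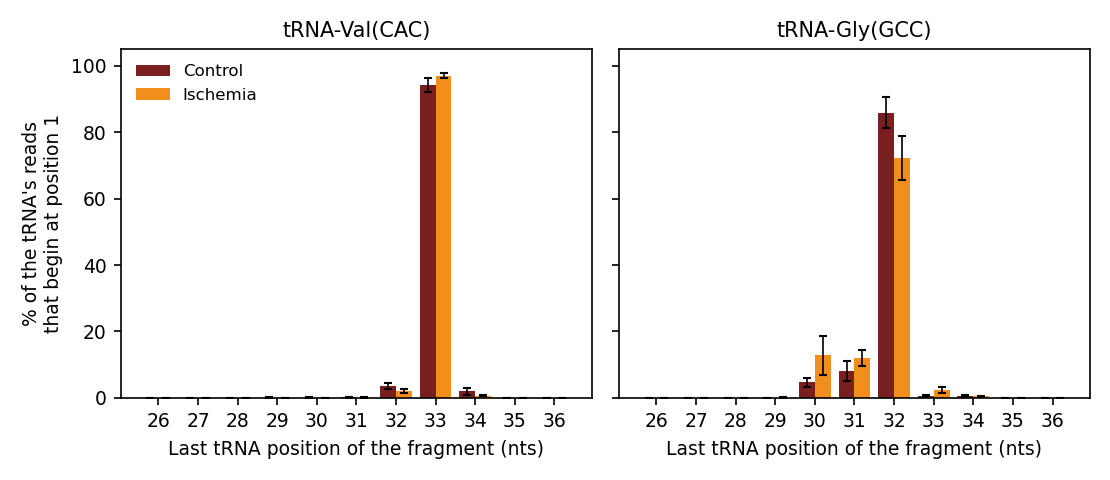
Last tRNA position of the fragments that begin at position 1, for tRNA Val(CAC) (left) and tRNA Gly(GCC) (right), as a percent of that tRNA's reads that begin at position 1. Bars are means and error bars the SD of 5 libraries per group. Position 33 holds 97.0% of these reads for tRNA Val(CAC) in the ischemic group, and position 32 holds 72.2% for tRNA Gly(GCC).

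The main tRNA Val(CAC) fragment was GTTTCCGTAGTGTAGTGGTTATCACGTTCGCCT, with 146251.53 ± 84400.27 RPM in the ischemic and 5212 ± 1395 RPM in the control group (SD, n = 5). The main tRNA Gly(GCC) fragment was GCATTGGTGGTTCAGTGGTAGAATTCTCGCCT, with 57046.03 ± 11810.07 RPM and 6669 ± 2097 RPM (SD, n = 5). A sequence 1 base shorter at position 6, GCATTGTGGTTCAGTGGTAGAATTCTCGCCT, is also listed for tRNA Gly(GCC) from position 1 to 32.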

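How narrow each tRNA's 3′ end was can be given as the reads of its highlighted length in Supplementary Table 2, as a percent of the reads of all lengths listed there for that tRNA. For tRNA1600-ValCAC, this share of the 33-nt fragment was 97.0% ± 0.802 in the ischemic and 94.3% ± 2.07 in the control group (SD, n = 5). It was 2.74 percentage points higher (two-sided exact permutation test, p = 0.0317, adjusted over the 10 tRNAs p = 0.0397) and higher in 4 of 5 rats. Leaving out the control library of rat 45 gave 2.17 percentage points (two-sided exact permutation test, p = 0.0556). For tRNA1668-GlyGCC, the share of the 32-nt fragment fell by 14.7 percentage points, from 85.8% ± 4.51 to 71.1% ± 6.91 (SD, n = 5; two-sided exact permutation test, p = 0.00794, adjusted p = 0.0397), and was lower in 5 of 5 rats. The share of tRNA7-GlyGCC likewise fell by 9.87 percentage points (two-sided exact permutation test, p = 0.00794). For 5 further tRNAs it rose past an adjusted p of 0.05: tRNA1610-ValCAC, tRNA1631-ValAAC, tRNA22-GluCTC, tRNA3881-GluTTC and tRNA1683-LysTTT, by between 1.16 and 25.6 percentage points. For tRNA1631-ValAAC the direction turned when all its fragments with the same first 20 nts were counted, to -4.06 percentage points (two-sided exact permutation test, p = 0.0635). No difference larger than the spread was found for tRNA3946-HisGTG, at 0.259 percentage points, or tRNA7274-GlyCCC, at 0.953 (two-sided exact permutation tests, p = 0.937 and 0.770). With the groups formed by the source labels, the shares of tRNA1600-ValCAC and tRNA1668-GlyGCC differed by 1.20 and 0.623 percentage points (two-sided exact permutation tests, p = 0.381 and 0.952). From the shared 5′ sequences, the few nucleotides by which the 3′ ends differ and their place in the anticodon loop, the paper proposes that these small RNAs are not random products of tRNA degradation but come from accurate cleavage in response to hypoxia.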

We then used Northern blot to verify the up-regulation of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments. The results showed that two bands were detected for each tRNA (73 nts and 33 nts for tRNA^Val(CAC)^, 71 nts and 32 nts for tRNA^Gly(GCC)^, and the level of the smaller fragments in the ischemia group increased compared with that of the control group (Fig. 3A). Moreover, qPCR analyses showed that the levels of these tRNA-derived fragments were significantly elevated in the rat brain 24 hr (1.5 and 1.4 folds), 48 hr (7.3 and 3.2 folds), and 72 hr (2.8 and 2.3 folds for tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments respectively) after ischemia induction compared with that of the uninjured brain tissue (Fig. 3B).

### tRNA cleavage widely occurred during ischemic-hypoxic conditions

The mouse hindlimb ischemia models were generated to determine whether tRNA cleavage is widespread in ischemic-hypoxic conditions, and the tissues were harvested at D1, D3 and D7. The levels of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments in the control and ischemic hindlimb tissues were assessed using qPCR analysis. After the induction of ischemia, the level of tRNA^Val(CAC)^-derived small RNAs at D3 and D7 (1.9 and 3 folds respectively) and the level of tRNA^Gly(GCC)^-derived fragments at D7 (2.2 folds) (Fig. 4A) significantly increased in ischemic tissues compared to the levels in the control group. The levels of small RNAs derived from tRNA^Gly(GCC)^ also increased at D3 (1.2 folds) although with no statistical difference. Northern blot further confirmed the increase of these fragments at D3 (Fig. 4B). The result indicates that these tRNA-derived small RNAs are responsive to ischemic stimuli and may have regulatory roles in ischemic pathophysiology.

Ischemia is a restriction of the blood supply, which starves tissues of oxygen and nutrition. Post-ischemia angiogenesis has been accepted as a key step in the recovery from ischemic disorders^4^,^5^. ECs hypoxia models were established to assess the level of tRNA-derived small RNAs to investigate the involvement of tRNA-derived fragments in angiogenesis. ECs were cultured under normoxic or hypoxic (1.0% O_2_) conditions for 24 hr, 48 hr, and 72 hr, respectively. The levels of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived small RNAs were determined using qPCR analyses. The results revealed that the level these tRNA-derived small RNAs dramatically increased in ECs after hypoxic induction for 48 hr (1.4 and 2.8) and 72 hr (3.6 and 2.2 folds for tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments respectively) (Fig. 4C). The up-regulation of these small RNAs at 48 hr post hypoxia were further confirmed by northern blot analysis (Fig. 4D). This finding suggests that these hypoxia-responsive small RNAs may act as important regulators of angiogenesis by modulating the function of ECs.

### tRNA-derived small RNAs could function as negative regulators in angiogenesis

To explore the functional roles of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments in angiogenesis, the small fragments were synthesized and individually transfected into ECs (denoted as Oligo-Val and Oligo-Gly). Twenty-four hours later, the level of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived small RNAs was determined by qPCR analysis (Fig. S1). The results showed that there was a 4- and 66- folds increase for tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived small RNAs, respectively. Then the cell proliferation, migration, and tube formation capacities were assessed using a series of *in vitro* angiogenesis assays. Strikingly, the CCK-8 cell counting analysis showed that the up-regulation of Oligo-Val and Oligo-Gly in ECs significantly inhibited cell proliferation (Fig. 5A). A scratch wound assay was then utilized to determine the effect of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments on the migration of ECs. Transfection with Oligo-Val or Oligo-Gly slightly reduced the migration compared with those transfected with Oligo-NC, as determined by the migration area (Fig. 5B,C). To determine their effects on tube formation, the cells were seeded on Matrigel and cultured for 4 hr, 6 hr, or 16 hr. The total branching points, total tube length, tube covered area, and total loops at the indicated time were measured to quantify the ability of ECs to form tubes. Compared with the control group, all indicators that evaluated the capability of ECs to form tubes were attenuated in ECs transfected with Oligo-Val (Fig. 5D–H), indicating that the up-regulation of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments in ECs could inhibit tube formation. These data suggest that the tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived small RNAs play negative roles in angiogenesis by inhibiting the proliferation, migration, and tube formation of ECs.

### Angiogenin is responsible for the cleavage of tRNA upon hypoxia

Previous studies demonstrated that tRNAs are natural substrates of angiogenin (ANG)^26^,^27^, which is a member of the RNase A superfamily and can cleave tRNA at the anti-codon region to produce tRNA halves^27^,^28^,^29^,^30^ in the cytoplasm. To investigate whether the tRNA-derived small RNAs in response to hypoxia were also generated by ANG, we first analyzed the localization of ANG. The result showed that ANG localized to granules in the cytoplasm upon hypoxia stimulation (Fig. S2). Then we used siRNA to knock down ANG expression in endothelial cells during hypoxia. Transfection of siANG efficiently reduced the mRNA expression of ANG by 82%, and protein level of ANG also significantly decreased (Fig. 6A,B). By qPCR analysis, we showed that the production of tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived fragments were reduced by 38% and 59% respectively upon the down-regulation of ANG (Fig. 6C). This finding indicates that ANG specifically cleave these tRNA in response to hypoxia.

## Discussion

Ischemic stroke is a common clinical disorder and generally causes vascular and neuronal damage, both of which affect the extent of ischemic injury and post-stroke outcome^7^. After the onset of ischemia, the ischemic brain undergoes a continuum of molecular responses that determine the regeneration and function of ischemic tissue. Previous studies demonstrated that the expression profiles of different classes of small non-coding RNAs, including miRNAs and piRNAs, were changed in cerebral ischemia^31^,^32^,^33^. Our present study showed that focal ischemia altered the expression profile of small RNAs transcripts of <35 nts in the rat brain. A class of tRNA-derived small RNAs (29 to 34 nts) were extremely enriched in post-ischemic tissues, among which small RNAs cleaved from tRNA^Val(CAC)^ and tRNA^Gly(GCC)^ were the most abundant. We further showed that these two small RNA families were widely up-regulated in ischemic injuries, suggesting that they may have important roles in ischemic pathophysiology. Most importantly, we found that the up-regulation of these two small RNA families could profoundly inhibit the proliferation, migration, and tube formation of ECs. To the best of our knowledge, this study is the first to show that ischemic-hypoxic injuries induce the cleavage of specific tRNAs and that these tRNA-derived small RNAs can act as signaling molecules to regulate angiogenesis by modulating the function of ECs.

Small RNAs derived from tRNA specific cleavage have recently gained significant attention. Currently, the small RNAs derived from tRNAs can be categorized as follows: those from the 5′ end of tRNAs, those from the 3′ end of mature tRNAs, and those from the 3′ end of pre-tRNAs^34^. In the present study, we found that a class of tRNA-derived small RNAs accumulated in post-ischemic tissues. 

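Of the 876 tRNA fragments tested with edgeR, 585 begin at position 1 of their tRNA. In the ischemic group, 579 of them were higher and 4 lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), with a median log2 fold change of 4.01. The remaining tested fragments comprised 226 internal ones, of which 185 were higher and 25 lower, and 65 from the 3′ end, of which 64 were higher. Sequences that differ by 1 base count as separate fragments, so these counts are not of independent molecules. Fragments of 32 or 33 nts held 84.0% of the tRNA-derived reads in the ischemic group and 83.4% in the control group (two-sided exact permutation test, p = 0.754), but the balance within this pair moved. Fragments of 33 nts held 48.5% ± 11.5 in the ischemic and 29.1% ± 5.86 in the control group, and fragments of 32 nts 35.4% ± 10.2 and 54.3% ± 9.93 (SD, n = 5).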

The tRNA cleavage products originated from the 5′ end of the corresponding tRNAs, with cleavage sites located preferentially at the anti-codon loop (32 to 33 nts from the 5′ end). We obtained few fragments derived from the 3′ end sequence of tRNA. 

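Fragments that end within 3 nts of the 3′ end of their tRNA held 0.578% ± 0.275 (SD, n = 5) of the tRNA-derived reads in the ischemic group and 0.146% ± 0.0953 (SD, n = 5) in the control group. This higher share exceeded the spread of both groups (two-sided exact permutation test, p = 0.0159). The list holds 239 such fragments from 36 tRNAs. Internal fragments, which touch neither end, held 2.55% ± 1.28 and 5.09% ± 3.63 of the reads (SD, n = 5; two-sided exact permutation test, p = 0.127). The control library of rat 72 had the highest internal share, 11.3%, and without it the control mean was 3.54% (two-sided exact permutation test, p = 0.270). Apart from 1 fragment whose start is listed after its end, all listed fragments span at least 26 nts, so shorter 3′ fragments could not be counted here.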

Because a number of recent reports detailed the sequencing and analysis of 3′ tRNA-derived fragments of approximately 20 nts in size^20^,^35^,^36^,^37^,^38^, we hypothesized that some molecules may easily and rapidly degrade the small RNAs derived from the 3′ end of tRNA. The ultra-high enrichment features, along with their preferential cleavage and length distributions, strongly support that these sequences are not random products of tRNA degradation, but rather are the result of strictly regulated cleavage. Our results showed that knockdown the expression of ANG during hypoxia resulted in the reduction of the tRNA-derived fragments. Together with previous studies^26^,^27^, these data indicates that tRNAs would be cleaved specifically by ANG under stress condition.

Previously, several studies showed that stress conditions can significantly up-regulate the production of small RNAs derived from the 5′ end of tRNA^23^,^26^,^39^,^40^. Fu and his colleagues^26^ reported that heat shock, hypothermia, hypoxia and irradiation can induce the production of fragments derived from tRNAs in nutritionally deficient human tumor cells, including tRNA^Gly(GCC)^, tRNA^Val(AAC)^, tRNA^Met(CAT)^, etc. Gong *et al.*^39^ showed that rickettsia infection significantly up-regulated the levels of tRNA^Gly(GCC)^- and tRNA^Val(GTG)^-derived small RNAs in both mouse tissues and human cells. In liver biopsies from subjects with chronic hepatitis and hepatocellular carcinoma, the level of small RNAs derived from tRNA^Gly^ and tRNA^Val^ also increased^40^. In this study, a variety of 5′ tRNA-derived small RNAs were profiled in response to ischemia, and the top four small RNA families were each cleaved from tRNA^Val(CAC)^, tRNA^Gly(GCC)^, tRNA^His(GTG)^, and tRNA^Val(AAC)^. tRNA^Gly(GCC)^ and tRNA^Val(AAC)^ are widely cleaved in response to stress. Moreover, the small RNAs from tRNA^Val(CAC)^ were the most abundant in our research, suggesting that the tRNA cleavage may depend on the conditions.

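Summed by anticodon, the largest shares of the tRNA-derived reads in the ischemic group after tRNA Gly(GCC) and tRNA Val(CAC) were those of tRNA Val(AAC) at 2.58% ± 0.651, tRNA Glu(CTC) at 1.23% ± 0.574, tRNA His(GTG) at 1.11% ± 0.291 and tRNA Gly(CCC) at 0.825% ± 0.387 (SD, n = 5). The shares of tRNA Glu(CTC) and tRNA His(GTG) differed by less than the spread between libraries. In RPM, tRNA His(GTG) stood at 3527 ± 1587 and tRNA Glu(CTC) at 3479 ± 585 (SD, n = 5). Relative to the control group, the share of tRNA Val(AAC) was higher, from 1.26% ± 0.178 (two-sided exact permutation test, p = 0.00794), that of tRNA Glu(CTC) was lower, from 2.83% ± 1.92 (p = 0.0476 by the same exact test), and that of tRNA His(GTG) went from 1.86% ± 1.33 without passing the threshold (p = 0.310 by the same exact test). All 5′ fragments listed for tRNA Val(AAC) end before the anticodon's first base at position 34, where 0 were listed against 11 for tRNA Val(CAC). The most abundant of them differs from the main tRNA Val(CAC) fragment by G26T, with positions counted from 1 at the 5′ end. The assignment to tRNA Val(AAC) therefore rests on position 26, and 43 genes named Trnav-aac are annotated in GRCr8. Part of its reads could be misread tRNA Val(CAC) fragments, so its place in this order and its higher share are uncertain.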

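The relation between tRNA Val(CAC) and tRNA Gly(GCC) differed between the groups. On the log2 scale the ratio of tRNA Val(CAC) to tRNA Gly(GCC) reads was -1.13 ± 0.50 in the control group and -0.06 ± 0.77 in the ischemic group (SD, n = 5), a difference of 1.07 (two-sided exact permutation test, p = 0.0317; higher in 4 of 5 rats). tRNA Gly(GCC) had more reads than tRNA Val(CAC) in 5 of 5 control libraries and in 2 of 5 ischemic libraries. For the single most abundant fragment of each, the log2 ratio was -0.32 ± 0.55 in the control group and 1.12 ± 0.82 in the ischemic group (SD, n = 5; two-sided exact permutation test, p = 0.0238). The tRNA Gly(GCC) fragment was the more abundant in 3 control libraries and in 1 ischemic library. Averaged over the ischemic libraries, tRNA Val(CAC) reached 159400.14 ± 89818.54 RPM and tRNA Gly(GCC) 143179.91 ± 36907.98 RPM (SD, n = 5), a difference smaller than the spread of either.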

Over the past decade, intriguing studies showed that rather than some nonfunctional degradation products of tRNA, these tRNA-derived small RNAs are produced in a controlled fashion and serve as novel signaling molecules in the response to stress^20^,^41^,^42^,^43^. The small RNAs derived from tRNA^Ala^ and tRNA^Cyc^ in stressed cells can cause translational repression and activate a cytoprotective stress response program by stimulating the formation of stress granules (SGs) in the stress response of cells^23^,^24^, which may promote cell survival under stress conditions^42^. Severe or chronic stress induces apoptosis, which involves cytochrome *c* (Cyt *c*) release from mitochondria and subsequent apoptosome formation^43^. Saikia *et al.*^43^ showed that the small RNAs derived from tRNA can interact with Cyt *c* to protect cells from apoptosis during osmotic stress. In addition, tRF-1001, which is derived from the 3′ end of a tRNA^Ser(TGA)^ precursor, can positively regulate cell proliferation to promote tumor growth^20^. A variety of physiological and pathological situations, including hypoxia, ischemia, and tumor development, are thought to be able to rapidly initiate angiogenesis. In this study, we investigated the function of tRNA-derived small RNAs in angiogenesis for the first time. Our results showed that the tRNA^Val(CAC)^- and tRNA^Gly(GCC)^-derived small RNAs suppress angiogenesis by inhibiting the proliferation, migration and tube formation of ECs. Since post-ischemia angiogenesis plays crucial role for tissue repair and function recovery, the increase of these fragments in ischemic tissues may impede angiogenesis and prevent or slow down tissue regeneration. Therefore, we speculated that eliminating these small fragments may promote angiogenesis in ischemic tissue and facilitate organ function recovery. Together with previous reports, our data indicate that tRNA-derived fragments are involved in diverse biological processes. However, determining the exact molecular mechanism warrants further investigation.

## Methods

The methods were carried out in accordance with the approved guidelines.

### Cell culture and RNA oligo transfection

Human umbilical vein endothelial cell (HUVEC) (Life Technologies Corporation) were maintained in Medium200 supplemented with Low Serum Growth Supplement (LSGS) and 10% FBS. The cells were cultured in a hypoxic gas mixture (1% O_2_, 5% CO_2_, and balance N_2_) to induce hypoxia, whereas the normoxic cells were placed at 37 °C in a 21% O_2_, 5% CO_2_, and 74% N_2_ humidified incubator until harvest. HUVEC cells were seeded at a density of 2 × 10^5^ cells/ml and cultured for 24 h, after which Oligo-NC (5′-UUCUCCGAACGUGUCACGUTT-3′), Oligo-Val (5′-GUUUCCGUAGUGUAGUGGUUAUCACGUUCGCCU3′) and Oligo-Gly (5′-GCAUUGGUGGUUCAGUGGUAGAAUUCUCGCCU-3′) were transfected at the final concentration of 50 nM using oligofectamine reagent (Invitrogen) according to the manufacturer’s protocol.

For siRNA transfection, HUVECs were transfected with 50 nM of siRNA. On the next day, the cells were replated, and a second siRNA transfection was performed, after which cells were cultured in a hypoxic gas mixture for 48 hrs. The ANG siRNA (siGENOME SMART pool, M-011206-01-0005) were purchased from GE Healthcare Dharmacon Inc.

### Generation of rat focal cerebral ischemia model

All care and handling of animals was performed with the approval of the Ethical Review Board of Shanghai Six people’s Hospital affiliated of Shanghai Jiaotong University. The animals were raised in a specific pathogen-free (SPF) environment. Adult male Sprague-Dawley rats (250 to 300 g) were used to establish the middle cerebral artery occlusion (MCAO) model as previously described^44^. After anesthetization, the carotid arteries were exposed, and a 4-0 nylon intraluminal suture was introduced from the minimal incision of the external carotid artery into the internal carotid artery to block the origin of the MCA. After 2 hours of occlusion, reperfusion was performed by withdrawing the suture. Twenty four hours later, the uninjured left brains and ischemic right brains from 5 rats displaying a significant neurologic deficit of the left forelimb according to the Longa 5-point scale^45^ were selected for deep sequencing.

### Generation of mouse hind limb ischemia model

The murine model of hind limb ischemia was generated by ligating the common left iliac-femoral artery. The contralateral limb served as an internal control. After the induction of hindlimb ischemia, the morphology of the limb was determined and the blood flow of the ischemic and normal limb was measured using a laser Doppler blood flow meter. The mice were then sacrificed at indicated time.

### RNA extraction, small RNA library preparation and sequencing

The total RNA was isolated from mouse tissue and cultured cells using the TRIzol Reagent (Invitrogen) according to the instructions of the manufacturer. The total RNA of the rat brain for sequencing was prepared using the mirVana™ miRNA Isolation Kit (Ambion). The Shanghai BioChip Company constructed the small RNA library and carried out the Solexa high-throughput sequencing following their standard protocols. Briefly, 5′- and 3′- adapters were ligated to the obtained small RNA. Reverse transcription followed by PCR was used to create cDNA constructs. Subsequently, a 145 nts to 162 nts fraction corresponding to approximately the adapter-ligated constructs derived from the 20 nts to 35 nts small RNA fragments was excised and purified. The purified libraries were quantified with the Qubit® 2.0 Fluorometer and validated using the Agilent 2100 bioanalyzer to confirm the insert size and calculate the molar concentration. The library that passed quality control was sequenced on an Illumina Hi-Seq 2000 apparatus. Small RNA-sequencing data was deposited on GEO (GSE70473).

### Data processing and analysis

The raw Solexa sequencing data were refined using fastx (fastx_toolkit-0.0.13.2), which included filtering out low quality reads and short reads (<18 nts). The small RNA clean reads were first compared to the Sanger miRBase database (http://www.mirbase.org/) to identify known miRNAs, and the unidentified sequences were further aligned to several other small RNA databases, including the ncRNA Database, piRNA Database and Rfam Database, while allowing for two mismatches. The sequences of tRNA-derived fragments were matched to the Genomic tRNA Database (http://gtrnadb.ucsc.edu/) to obtain their position information and potential cleavage sites.

### Northern blot

The total RNAs extracted from the rat brain were resolved on a 15%, 7M urea polyacrylamide gel. The RNA was transferred from the gel to the NC membrane (PerkinElmer) at 250 mA for approximately 3 hours using a semi-dry transfer apparatus (BioRad Transblot). The NC membrane was air-dried at RT for 10 min. The membrane was cross-linked at 1200 mJ using a UV crosslinker. The membrane was pre-hybridized in PerfectHyb plus solution (Sigma-Aldrich) at 45 °C overnight. The probes were labeled with [γ-^32^P]-ATP (PerkinElmer) using T4 PNK (Fermentas) and added to the pre-hybridization buffer for hybridization at 48 °C for 6 hours. The membrane was washed 3–5 times with low-stringent washing buffer, 10X SSC, and then several times with high-stringent washing buffer (2X SSC, 1 time; 1X SSC, 1 time; 0.5X SSC,1 time). The radioactive signal was then obtained via autoradiography. The membrane was stripped in 1% SDS at 85 °C for 1 hour before being hybridized again. The tRNA^Val^ probe sequence was 5′-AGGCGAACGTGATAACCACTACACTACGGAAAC-3′; the tRNA^Gly^ probe sequence was 5′-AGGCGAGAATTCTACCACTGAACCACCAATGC-3′; the U6 snRNA probe sequence was 5′-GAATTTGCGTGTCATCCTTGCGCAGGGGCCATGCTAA -3′.

### Small RNA real time quantitative PCR (qPCR).

Small RNAs were reverse transcripted with specific stem-loop primers for tRNA^Val^- or tRNA^Gly^-derived fragments using miRcute miRNA First-Strand cDNA Synthesis Kit (Tiangen) following the manufacturer’s instructions. The RT primer for tRNA^Val^-derived fragments was 5′- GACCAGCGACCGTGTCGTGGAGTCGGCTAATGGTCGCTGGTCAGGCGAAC -3′; the RT primer for tRNA^Gly^-derived fragments was 5′- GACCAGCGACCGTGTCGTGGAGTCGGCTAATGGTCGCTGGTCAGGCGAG -3′. Realtime qPCR amplification was performed using FS Universal SYBR Green Master (Rox) on the ABI 7900 realtime PCR detection system. U6 was used for normalization. qPCR reactions for all samples were performed in triplicate. The forward Primer sequence for tRNA^Val^-derived fragments was 5′- CTCGCAGGCGTTTCCGTAGTGTAGTGGT -3′; the forward Primer sequence for tRNA^Gly^-derived fragments was 5′- CTCCGTGACCGCATTGGTGGTTCAG -3′.

### Cell proliferation assay

A Cell Counting Kit-8 assay (CCK-8; Dojindo) was used to assess cell proliferation. Briefly, HUVECs cells were transfected with oligo and then seeded at 5 × 10^4^ cells/ml in a 96-well plate. Subsequently, 10 μL of CCK-8 solution was added to the HUVECs, and the cells were incubated for 3 hours at 37 °C. The absorbance was measured at 450 nm using a microplate reader. The cells were analyzed for 5 days.

### Cell migration assay

The scratch wound assay was used to analyze the effect of Oligo-Val and Oligo-Glyon the migration of endothelial cells. Briefly, after transfection with Oligo-Val and Oligo-Gly, 2 × 10^5^ HUVEC cells were seeded in 12-well plates and maintained at 37 °C to permit cell adhesion and the formation of a confluent monolayer. These confluent monolayers were then scratched using a 200 μL pipette tip. The medium was removed and rinsed once with PBS to remove the debris and smooth the edge of the scratch, and the PBS was then replaced with fresh medium. Wound closure was detected at indicated time. The wound closure was analyzed using the MetaMorph software (Molecular Devices), and the wound area at each time point was normalized to its corresponding area at 0 hr.

### Tube formation assay

Twenty-four hours after transfection, HUVECs (7 × 10^4^) were cultured in a 12-well plate coated with Matrigel Basement Membrane Matrix (BD Biosciences). Tube formation was quantified at 4 hr, 6 hr, and 18 hr. The total branching points, total tube length, covered area, and total loops per image were measured by a blinded independent observer.

### Antibodies

Antibodies against ANG or ACTIN were obtained from Thermo Fisher Scientific, Inc. and Abcam, plc., respectively.

### Statistical analysis

All of the experiments were performed at least three times. The reported data are means ± SEM. An unpaired Student’s t-test was used to statistically compare the data. P values <0.05 were considered statistically significant.

## Additional Information

**How to cite this article**: Li, Q. *et al.* tRNA-Derived Small Non-Coding RNAs in Response to Ischemia Inhibit Angiogenesis. *Sci. Rep.* **6**, 20850; doi: 10.1038/srep20850 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
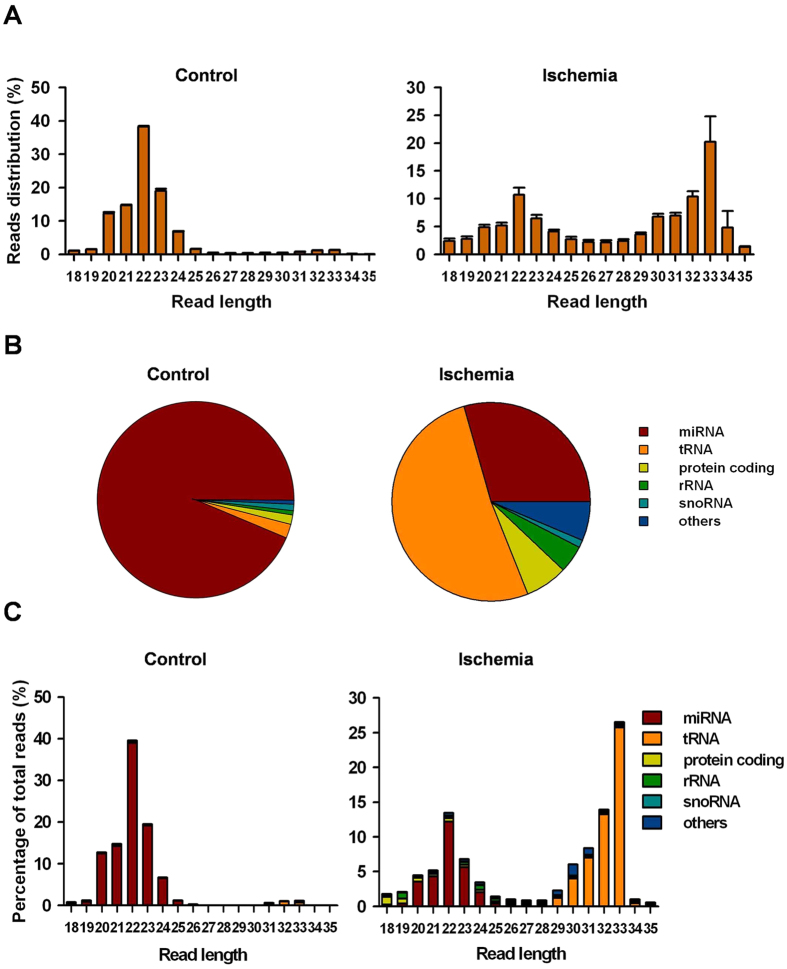
tRNA-derived fragments were highly enriched in ischemic rat brain. Adult male Sprague-Dawley rats were used to establish the model of middle cerebral artery occlusion (MCAO). Twenty-four hours later, the uninjured left brains and ischemic right brains from 5 rats were selected for deep sequencing. (**A**) Length distributions of small RNAs in the uninjured left brain (Control) and ischemic right brain (Ischemia). (**B**) Catalogue of small RNA populations in control and ischemic brain. (**C**) TRNA-derived fragments comprised the majority of 29–34 nts small RNA population in the ischemic right brain.

**Figure 2:**
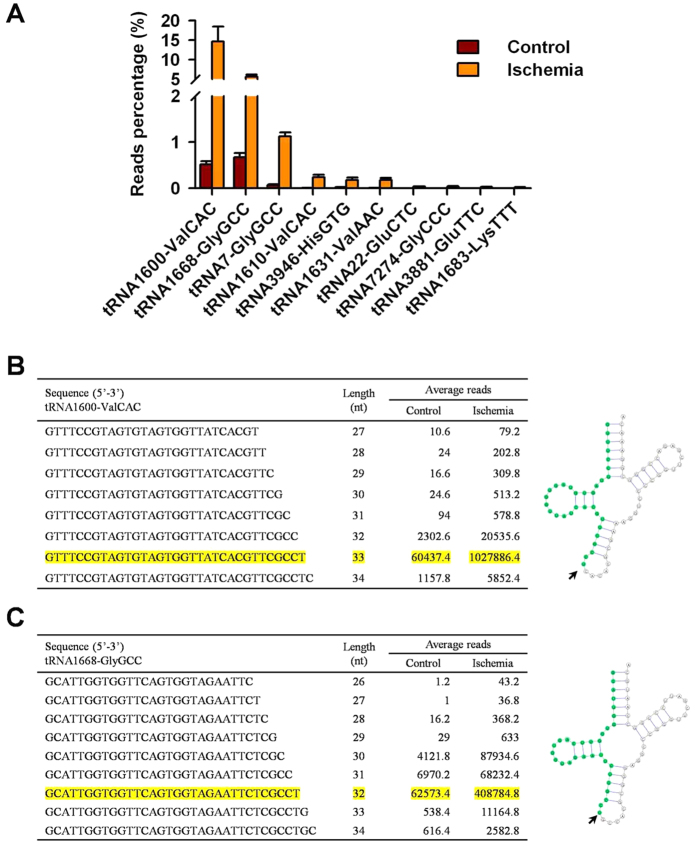
Sequence analysis of tRNA-derived fragments. The sequences of tRNA-derived fragments were matched to the Genomic tRNA Database, and the top 10 tRNAs with highest read numbers are shown in (**A**). Alignments of tRNA^Val^ (**B**) and tRNA^Gly^ (**C**) derived fragments; the most popular sequence for each tRNA is highlighted. The arrow head indicates the cleavage site.

**Figure 3:**
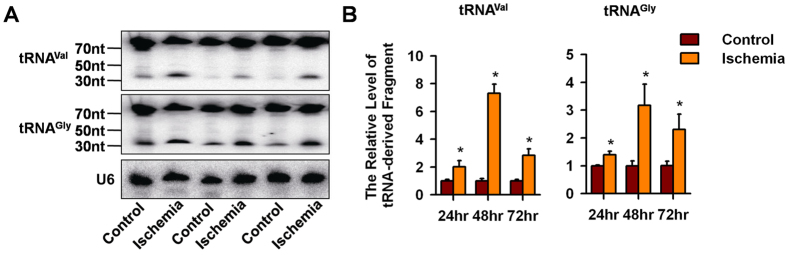
Verification of tRNA-derived fragments in rat brain. (**A**) Northern blot analysis showed that the level of tRNA^Val^- and tRNA^Gly^-derived fragments increased 24 hrs after MCAO. U6 were used as a loading control. (**B**) qPCR analysis of the level of tRNA^Val^- and tRNA^Gly^-derived fragments in the rat brain 24 hr, 48 hr, and 72 hr after ischemia induction. *P < 0.05.

**Figure 4:**
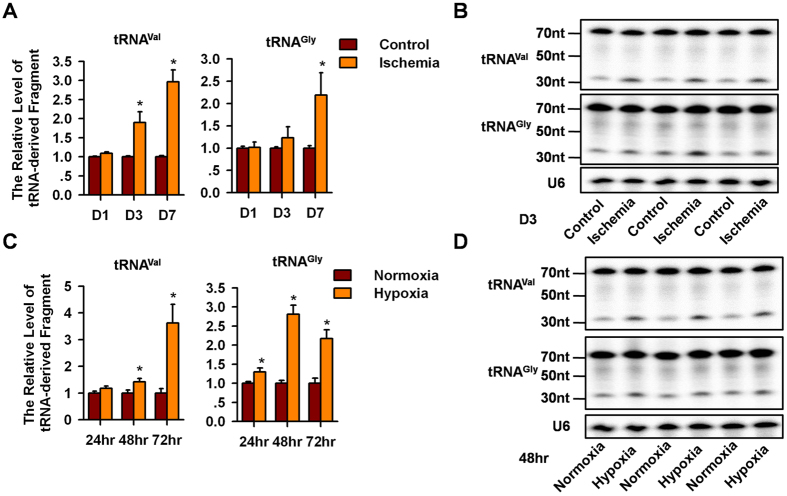
Verification of tRNA-derived fragments in the mouse hindlimb ischemia model and endothelial cell hypoxia model. (**A**) qPCR analysis of tRNA^Val^- and tRNA^Gly^-derived fragments in samples from mouse hindlimb at the indicated time after ischemia. D1, day1; D3, day3; D7, day7. *P < 0.05. (**B**) Northern blot analyses of tRNA^Val^- and tRNA^Gly^-derived fragments in the mouse hindlimb 3 days after ischemia. (**C**) The cell hypoxia model was generated by culturing ECs in 1% oxygen, and the RNA was harvested at the indicated time. qPCR analysis of the level of tRNA^Val^- and tRNA^Gly^-derived fragments. *P < 0.05. (**D**) Northern blot analysis of tRNA^Val^- and tRNA^Gly^-derived fragments in ECs 48 hrs after hypoxia.

**Figure 5:**
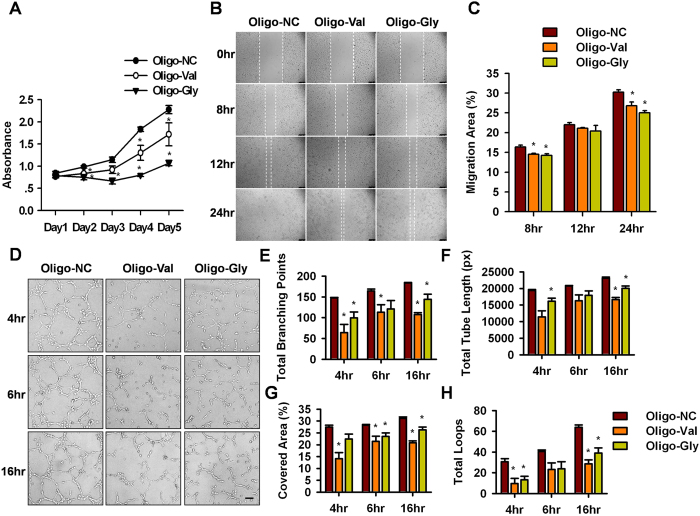
Functional analyses of tRNA-derived fragments in endothelial cells. HUVEC were transfected with Oligo-NC, Oligo-Val, and Oligo-Gly for 24 hrs and then subjected to the following analyses. (**A**) Transfection of Oligo-Val and Oligo-Gly in HUVEC inhibited cell proliferation as analyzed by CCK8. *P < 0.05. (**B**) The up-regulation of tRNA^Val^- and tRNA^Gly^-derived fragments hindered the migration of HUVEC. Scale bar: 250 μm. (**C**) Statistical analysis of cell migration. The migration capacity was assessed by measuring the scratch closure area at each time point. *P < 0.05. (**D**) The *in vitro* angiogenesis assay shows that the up-regulation of tRNA^Val^- and tRNA^Gly^-derived fragments suppressed the tube formation of HUVEC. Scale bar: 250 μm. (**E–H**) The branching points, tube loops, tube covered area and tube length per field were counted to quantify the tube formation ability of the cells. *P < 0.05

**Figure 6:**
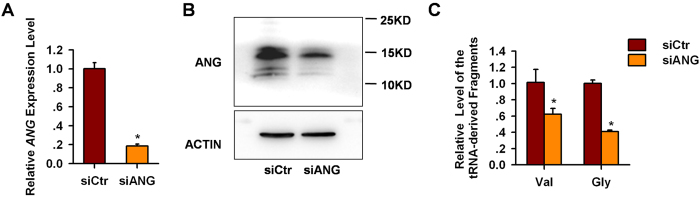
Angiogenin is required for the cleavage of tRNA upon hypoxia. ECs were transfected with 50 nM siCtr or siANG. Twenty-four hours later, the cells were replated, and a second siRNA transfection was performed. Then the cells were subjected to hypoxia (1% oxygen) for 48 hrs. RNA and protein were harvest for analyses. (**A**) qPCR analysis showed that the mRNA level of ANG decreased in siANG transfection group. siCtr, RNAi control. *P < 0.05. (**B**) Transfection of siANG reduced the protein level of ANG. (**C**) qPCR analysis showed that the level of tRNA^Val^- and tRNA^Gly^-derived fragments decreased in the cells transfected with siANG compared with that transfected with siCtr. *P < 0.05.

# Supplementary material for: tRNA-Derived Small Non-Coding RNAs in Response to Ischemia Inhibit Angiogenesis
**Source:** Sci Rep. 2016 Feb 11;6:20850. doi: 10.1038/srep20850
**Supplement:** Supplementary Information

# tRNA-Derived Small Non-Coding RNAs in Response to Ischemia Inhibit Angiogenesis

Qing Li<sup>1#</sup>, Bin Hu<sup>1#</sup>, Guo-wen Hu<sup>2,4</sup>, Chun-yuan Chen<sup>1,4</sup>, Xin Niu<sup>1</sup>, Juan Liu<sup>2</sup>,  
Shu-min Zhou<sup>1</sup>, Chang-qing Zhang<sup>1,3\*</sup>, Yang Wang<sup>1\*</sup>, Zhi-Feng Deng<sup>2\*</sup>

## Supplementary Data

Supplementary Table 1. Alignments and statistics of the top 10 tRNA-derived fragments.

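Supplementary Table 1 lists, for each of 10 tRNAs, 1 fragment, its mean reads and its percent of all reads on the left (L) and right (R) side, and the ratio of the percents. In the deposited values all 10 fragments were higher in the ischemic library in 5 of 5 rats, and all 10 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, both over all 876 fragments tested and adjusted over the list alone. The paper chose this list on the same samples, so the count over the list is not independent evidence. The 33-nt fragment of tRNA1600-ValCAC made up 0.521% ± 0.139 of all reads in the control and 14.6% ± 8.44 in the ischemic group (SD, n = 5). Its log2 fold change was 4.81 (standard error 0.49, adjusted p = 5.16e-08 from edgeR's quasi-likelihood test). The 32-nt fragment of tRNA1668-GlyGCC made up 0.667% ± 0.210 and 5.70% ± 1.18 (SD, n = 5), with a log2 fold change of 3.10 (standard error 0.39, adjusted p = 2.19e-07). The 30-nt fragment of tRNA3946-HisGTG had the largest adjusted p of the 10, 1.89e-05 in edgeR's test, at a log2 fold change of 3.32 (standard error 0.61). Its control level rested on rat 61, whose library held 557 RPM against 61.2 to 121.9 RPM in the other control libraries, and without that library its control mean was 0.00879% of all reads in place of 0.0182%. The ratio of the mean percents ran from 8.55 for tRNA1668-GlyGCC to 80.7 for tRNA1683-LysTTT, and was 28.1 for tRNA1600-ValCAC, 15.3 for tRNA7-GlyGCC, 41.0 for tRNA1610-ValCAC, 9.97 for tRNA3946-HisGTG, 29.0 for tRNA1631-ValAAC, 15.8 for tRNA22-GluCTC, 18.0 for tRNA7274-GlyCCC and 34.6 for tRNA3881-GluTTC. By mean reads in the ischemic group the 10 fragments ranked between 1 and 44 among all 2262. Scaled to the tRNA-derived reads alone with edgeR's TMM factors, 4 of the 10 kept a higher level at an adjusted p under 0.05 and that of tRNA1668-GlyGCC was lower, at a log2 fold change of -0.75 (adjusted p = 0.0338 from edgeR's quasi-likelihood test).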

| Name            | Length | Assembly sequence                      | L_Read (%)         | R_Read (%)          | Fold Change (R/L) |
|-----------------|--------|----------------------------------------|--------------------|---------------------|-------------------|
| tRNA1600-ValCAC | 33     | GTTTCCGTAGTGTAGTGG<br>TTATCACGTTTCGCCT | 60437.4<br>(0.521) | 1027886<br>(14.625) | 28                |
| tRNA1668-GlyGCC | 32     | GCATTGGTGGTTCAGTGG<br>TAGAATTCTCGCCT   | 62573.4<br>(0.667) | 408784.8<br>(5.704) | 8                 |
| tRNA7-GlyGCC    | 32     | GCATGGGTGGTTCAGTGG<br>TAGAATTCTCGCCT   | 5782<br>(0.074)    | 81345.8<br>(1.126)  | 15                |
| tRNA1610-ValCAC | 33     | GTTTCCGTAGTGTAGTGG<br>TTATCACGCTCGCCT  | 545.4<br>(0.006)   | 15655<br>(0.237)    | 41                |
| tRNA3946-HisGTG | 30     | GCCGTGATCGTATAGTGG<br>TTAGTACTCTGC     | 1924.8<br>(0.018)  | 13705.2<br>(0.181)  | 10                |
| tRNA1631-ValAAC | 33     | GTTTCCGTAGTGTAGTGG<br>TTATCACATTTCGCCT | 715.8<br>(0.006)   | 12515.4<br>(0.179)  | 29.               |
| tRNA22-GluCTC   | 33     | TCCCTGGTGGTCTAGTGG<br>TTAGGATTCGCGCT   | 273.2<br>(0.002)   | 2738.8<br>(0.038)   | 16                |
| tRNA7274-GlyCCC | 32     | GCATTGGTGGTTCAATGG<br>TAGAATTCTCGCCT   | 167.4<br>(0.002)   | 1970.4<br>(0.032)   | 18                |
| tRNA3881-GluTTC | 33     | TCCCACATGGTCTAGCGG<br>TTAGGATTCCTGGTT  | 122.2<br>(0.0007)  | 1691.4<br>(0.024)   | 35                |
| tRNA1683-LysTTT | 33     | GCCCGGATAGCTCAGTCG<br>GTAGAGCATCAGACT  | 33.6<br>(0.0003)   | 1618.4<br>(0.023)   | 81                |

Supplementary Table 2. Sequence analysis of the top 10 tRNA-derived fragments. The most enriched length for tRNA was highlighted.

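Supplementary Table 2 gives, for the same 10 tRNAs, the mean reads per group of the 5′ fragments of each length, with the most enriched length highlighted. Its values are unscaled reads, so the deep control library of rat 72 weighs more than the others in the control means. All 78 sequences of the table were found in the deposited values at the stated tRNA and length. For tRNA22-GluCTC, for example, the 33-nt fragment had 273.2 ± 275 reads in the control and 2738.8 ± 982 in the ischemic group, and the 34-nt fragment 284 ± 371 and 649.6 ± 178 (SD, n = 5). Of the 78 pairs of means in the table, 47 were those of the stated sequence in the deposited values, and 31 were those of another fragment of the same tRNA. In 13 sequences the text extracted from the supplement holds 1 base more than the stated length, and the listed sequence of that length was used.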

| Sequence (5'-3')                    | Length<br>(nt) | Average reads |           |
|-------------------------------------|----------------|---------------|-----------|
|                                     |                | Control       | Ischemia  |
| tRNA1600-ValCAC                     |                |               |           |
| GTTTCCGTAGTGTAGTGGTTATCACGT         | 27             | 10.6          | 79.2      |
| GTTTCCGTAGTGTAGTGGTTATCACGTT        | 28             | 24            | 202.8     |
| GTTTCCGTAGTGTAGTGGTTATCACGTTC       | 29             | 16.6          | 309.8     |
| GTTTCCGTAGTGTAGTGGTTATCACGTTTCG     | 30             | 24.6          | 513.2     |
| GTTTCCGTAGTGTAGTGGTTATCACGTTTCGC    | 31             | 94            | 578.8     |
| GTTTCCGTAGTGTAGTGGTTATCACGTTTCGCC   | 32             | 2302.6        | 20535.6   |
| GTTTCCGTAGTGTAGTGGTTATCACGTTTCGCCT  | 33             | 60437.4       | 1027886.4 |
| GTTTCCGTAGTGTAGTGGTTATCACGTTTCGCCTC | 34             | 1157.8        | 5852.4    |

| Sequence (5'-3')                   | Length<br>(nt) | Average reads |          |
|------------------------------------|----------------|---------------|----------|
|                                    |                | Control       | Ischemia |
| tRNA1668-GlyGCC                    |                |               |          |
| GCATTGGTGGTTCAGTGGTAGAATTC         | 26             | 1.2           | 43.2     |
| GCATTGGTGGTTCAGTGGTAGAATTCT        | 27             | 1             | 36.8     |
| GCATTGGTGGTTCAGTGGTAGAATTCTC       | 28             | 16.2          | 368.2    |
| GCATTGGTGGTTCAGTGGTAGAATTCTCG      | 29             | 29            | 633      |
| GCATTGGTGGTTCAGTGGTAGAATTCTCGC     | 30             | 4121.8        | 87934.6  |
| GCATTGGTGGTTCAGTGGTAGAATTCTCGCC    | 31             | 6970.2        | 68232.4  |
| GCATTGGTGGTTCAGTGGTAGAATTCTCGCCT   | 32             | 62573.4       | 408784.8 |
| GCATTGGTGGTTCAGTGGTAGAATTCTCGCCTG  | 33             | 538.4         | 11164.8  |
| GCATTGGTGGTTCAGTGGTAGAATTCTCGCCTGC | 34             | 616.4         | 2582.8   |

| Sequence (5'-3')                   | Length<br>(nt) | Average reads |          |
|------------------------------------|----------------|---------------|----------|
|                                    |                | Control       | Ischemia |
| tRNA7-GlyGCC                       |                |               |          |
| GCATGGGTGGTTCAGTGGTAGAATTC         | 26             | 3.6           | 29.6     |
| GCATGGGTGGTTCAGTGGTAGAATTCT        | 27             | 0.2           | 22.2     |
| GCATGGGTGGTTCAGTGGTAGAATTCTC       | 28             | 5.4           | 168.8    |
| GCATGGGTGGTTCAGTGGTAGAATTCTCG      | 29             | 1.6           | 103.8    |
| GCATGGGTGGTTCAGTGGTAGAATTCTCGC     | 30             | 51.4          | 3597.8   |
| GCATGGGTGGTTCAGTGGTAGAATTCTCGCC    | 31             | 234.6         | 6547.2   |
| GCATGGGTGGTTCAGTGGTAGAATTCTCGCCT   | 32             | 5782          | 81345.8  |
| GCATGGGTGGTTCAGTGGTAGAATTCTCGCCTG  | 33             | 90.8          | 4565.8   |
| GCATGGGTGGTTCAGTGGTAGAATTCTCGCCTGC | 34             | 19.2          | 259      |

| Sequence (5'-3')             | Length<br>(nt) | Average reads |          |
|------------------------------|----------------|---------------|----------|
|                              |                | Control       | Ischemia |
| tRNA1610-ValCAC              |                |               |          |
| GTTTCCGTAGTGTAGTGGTTATCACG   | 26             | 9.6           | 41.8     |
| GTTTCCGTAGTGTAGTGGTTATCACGC  | 27             | 0.2           | 4.2      |
| GTTTCCGTAGTGTAGTGGTTATCACGCT | 28             | 0             | 4.4      |

|                                          |           |              |              |
|------------------------------------------|-----------|--------------|--------------|
| GTTTCCGTAGTGTAGTGGTTATCACGCTC            | 29        | 15.4         | 39           |
| GTTTCCGTAGTGTAGTGGTTATCACGCTCG           | 30        | 1.8          | 17           |
| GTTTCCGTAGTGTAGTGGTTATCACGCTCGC          | 31        | 0.4          | 14.8         |
| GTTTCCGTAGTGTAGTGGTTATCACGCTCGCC         | 32        | 50.2         | 609.2        |
| <b>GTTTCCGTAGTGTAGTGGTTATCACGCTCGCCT</b> | <b>33</b> | <b>545.4</b> | <b>15655</b> |
| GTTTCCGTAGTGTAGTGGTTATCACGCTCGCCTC       | 34        | 9.6          | 181.4        |

| Sequence (5'-3')                      | Length<br>(nt) | Average reads |                |
|---------------------------------------|----------------|---------------|----------------|
|                                       |                | Control       | Ischemia       |
| tRNA3946-HisGTG                       |                |               |                |
| GCCGTGATCGTATAGTGGTTAGTACT            | 26             | 35.8          | 138.8          |
| GCCGTGATCGTATAGTGGTTAGTACTC           | 27             | 44.2          | 152.6          |
| GCCGTGATCGTATAGTGGTTAGTACTCT          | 28             | 108.2         | 596            |
| GCCGTGATCGTATAGTGGTTAGTACTCTG         | 29             | 234           | 1576.8         |
| <b>GCCGTGATCGTATAGTGGTTAGTACTCTGC</b> | <b>30</b>      | <b>1924.8</b> | <b>13705.2</b> |
| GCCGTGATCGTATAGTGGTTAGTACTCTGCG       | 31             | 416.6         | 4486           |
| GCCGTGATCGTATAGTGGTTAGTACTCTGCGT      | 32             | 20.4          | 207.8          |
| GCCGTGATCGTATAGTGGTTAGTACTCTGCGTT     | 33             | 292           | 1425.8         |
| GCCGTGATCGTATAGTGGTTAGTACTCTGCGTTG    | 34             | 26.6          | 279.8          |

| Sequence (5'-3')                         | Length<br>(nt) | Average reads |                |
|------------------------------------------|----------------|---------------|----------------|
|                                          |                | Control       | Ischemia       |
| tRNA1631-ValAAC                          |                |               |                |
| GTTTCCGTAGTGTAGTGGTTATCACATTC            | 29             | 2.2           | 12.8           |
| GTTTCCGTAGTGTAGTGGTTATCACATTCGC          | 31             | 0.2           | 7              |
| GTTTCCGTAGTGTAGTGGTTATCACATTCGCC         | 32             | 21.6          | 236.6          |
| <b>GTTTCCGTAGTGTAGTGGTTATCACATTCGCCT</b> | <b>33</b>      | <b>715.8</b>  | <b>12515.4</b> |

| Sequence (5'-3')                          | Length<br>(nt) | Average reads |               |
|-------------------------------------------|----------------|---------------|---------------|
|                                           |                | Control       | Ischemia      |
| tRNA22-GluCTC                             |                |               |               |
| TCCCTGGTGGTCTAGTGGTTAGGATT                | 26             | 0.4           | 39.4          |
| TCCCTGGTGGTCTAGTGGTTAGGATTC               | 27             | 481           | 21.6          |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCG             | 28             | 16.2          | 188.2         |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCGG            | 29             | 8.2           | 45.8          |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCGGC           | 30             | 52.8          | 581.4         |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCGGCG          | 31             | 45            | 266.8         |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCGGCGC         | 32             | 14.8          | 416           |
| <b>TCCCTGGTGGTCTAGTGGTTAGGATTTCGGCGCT</b> | <b>33</b>      | <b>273.2</b>  | <b>2738.8</b> |
| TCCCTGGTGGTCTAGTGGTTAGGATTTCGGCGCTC       | 34             | 284           | 649.6         |

| Sequence (5'-3')                        | Length<br>(nt) | Average reads |               |
|-----------------------------------------|----------------|---------------|---------------|
|                                         |                | Control       | Ischemia      |
| tRNA7274-GlyCCC                         |                |               |               |
| GCATTGGTGGTTCAATGGTAGAATTCTCGC          | 30             | 6.8           | 56.2          |
| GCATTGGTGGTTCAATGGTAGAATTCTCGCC         | 31             | 38.6          | 413.8         |
| <b>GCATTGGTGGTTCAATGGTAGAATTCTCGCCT</b> | <b>32</b>      | <b>167.4</b>  | <b>1970.4</b> |

|                                    |    |   |      |
|------------------------------------|----|---|------|
| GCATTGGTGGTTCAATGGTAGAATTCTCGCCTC  | 33 | 7 | 66.8 |
| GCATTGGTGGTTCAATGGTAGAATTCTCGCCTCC | 34 | 5 | 38.6 |

| Sequence (5'-3')                   | Length<br>(nt) | Average reads |          |
|------------------------------------|----------------|---------------|----------|
|                                    |                | Control       | Ischemia |
| tRNA3881-GluTTC                    |                |               |          |
| TCCCACATGGTCTAGCGGTTAGGATT         | 26             | 1.4           | 19       |
| TCCCACATGGTCTAGCGGTTAGGATTC        | 27             | 2             | 5.8      |
| TCCCACATGGTCTAGCGGTTAGGATTCC       | 28             | 3.4           | 148.4    |
| TCCCACATGGTCTAGCGGTTAGGATTCCCT     | 29             | 220.4         | 882.6    |
| TCCCACATGGTCTAGCGGTTAGGATTCCTG     | 30             | 10            | 740.8    |
| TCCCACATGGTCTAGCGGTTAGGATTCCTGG    | 31             | 21.6          | 351.2    |
| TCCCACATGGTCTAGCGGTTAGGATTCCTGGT   | 32             | 35.2          | 236      |
| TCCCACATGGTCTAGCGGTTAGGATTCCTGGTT  | 33             | 122.2         | 1691.4   |
| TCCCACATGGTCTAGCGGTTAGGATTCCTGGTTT | 34             | 1.4           | 115.8    |

| Sequence (5'-3')                   | Length<br>(nt) | Average reads |          |
|------------------------------------|----------------|---------------|----------|
|                                    |                | Control       | Ischemia |
| tRNA1683-LysTTT                    |                |               |          |
| GCCCGGATAGCTCAGTCGGTAGAGCATC       | 28             | 7.6           | 46.8     |
| GCCCGGATAGCTCAGTCGGTAGAGCATCA      | 29             | 3.4           | 21       |
| GCCCGGATAGCTCAGTCGGTAGAGCATCAG     | 30             | 9             | 21.4     |
| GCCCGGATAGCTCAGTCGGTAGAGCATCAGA    | 31             | 27.8          | 49.2     |
| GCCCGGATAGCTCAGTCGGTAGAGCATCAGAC   | 32             | 33.4          | 939.8    |
| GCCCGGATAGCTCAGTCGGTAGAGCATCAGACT  | 33             | 33.6          | 1618.4   |
| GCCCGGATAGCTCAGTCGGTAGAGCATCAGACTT | 34             | 2.6           | 22.4     |

Supplementary figure 1

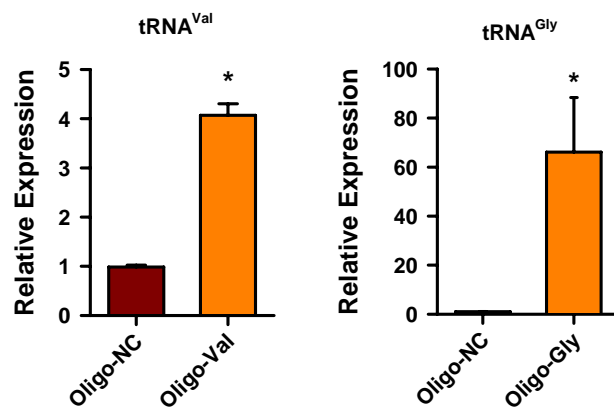

Supplementary figure 1. HUVEC were transfected with Oligo-NC, Oligo-Val, and Oligo-Gly for 24hrs and the expression level of tRNA<sup>Val</sup>- and tRNA<sup>Gly</sup>-derived small RNAs was determined by qPCR analysis. \* $P < 0.05$

Supplementary figure 2

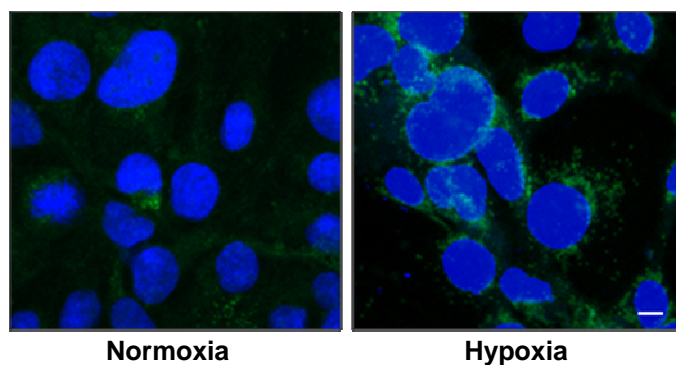

Supplementary figure 2. ECs were subjected to normoxia or hypoxia (1% oxygen) for 48 hrs, and immunostaining showed that the expression of ANG (green) was up-regulated upon hypoxia stimulation, and were most located in cytoplasm. Scale bar: 10 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

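Small RNA sequencing of the ischemic right brain and the uninjured left brain of 5 rats, 10 libraries in all, was re-analysed from the values the authors deposited. Conditions follow the side of the brain, as the paper states. The source labels of 4 libraries name the other condition, and the analysis was repeated with the groups formed by those labels and with the 6 libraries whose labels match the side.

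Before depositing, the authors removed low-quality and short reads, compared the remaining reads with miRBase, aligned the rest to databases of other non-coding RNAs, and matched tRNA fragments to the Genomic tRNA Database; the release and the rat genome build are not named in the paper's text. The read counts deposited by the authors are raw reads per tRNA, sequence and library, without normalization. The RPM values deposited by the authors, under the header TPM, are the same reads per 1000000 reads of the library and are not scaled for length. The first and last tRNA position of each fragment and the tRNA's length are also given. The total of each library was recovered as the quotient of reads and RPM, which was almost the same number for all fragments of a library. It varied most in the control library of rat 72, from 42674115.41 to 42674116.32. The deposited column totals equalled the sum of the fragments in 10 of 10 libraries.

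Library totals ranged from 5125962 to 42674116 reads, of which 100418 to 4119056 were tRNA-derived. A count of 0 allows up to 3 reads, or 0.0703 to 0.585 RPM depending on the library. This covers counting error only.

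Fragments with at least 10 reads in at least 5 libraries, 876 of 2262, were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test with robust dispersions and Benjamini-Hochberg adjustment at 0.05. The library totals served as library sizes without further factors, because the list holds tRNA reads only and its sums are not the depth. A second fit used the sums of the tRNA-derived reads with TMM factors and asks which fragments changed relative to the other tRNA fragments. A further fit, chosen after the results had been seen, used the reads of each library outside the list as library sizes. DESeq2 1.42.0 was used as an alternative. Tests of a single value per library were two-sided exact permutation tests of the difference of means over the 252 ways to split the libraries, on the log2 scale for reads and levels and in percentage points for shares. Their smallest p is 0.00794 for 5 libraries against 5, 0.1 for 3 against 3, and 0.0625 where the 5 rats are paired and signs are flipped. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

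A fragment was counted as 5′ when it begins at position 1, as 3′ when it ends within 3 nts of the tRNA's last position, and otherwise as internal. The sequences of Supplementary Table 2 were read from the supplement's text; where this text holds 1 base more than the stated length, the listed sequence of that tRNA and length that differs by 1 base was taken. Fragments named in the text are those of the supplementary tables and, by a rule set before the data were examined, up to 3 with the largest rise and up to 3 with the largest fall among those past the threshold, changed the same way in 5 of 5 rats, with a mean of at least 100 reads over all libraries. Further fragments and tRNAs were named after their values were seen: 4 sequences among the 10 most abundant that neither supplementary table lists, the other fragments lower in ischemia, tRNA Leu(CAG), and the pairs of sequences of tRNA His(GTG) and tRNA Gly(GCC) that differ by 1 base.

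The edgeR and DESeq2 fits were tested on simulated counts drawn from the means and library sizes of the 876 fragments, with 200 of them changed. Both recovered 99.5% of the changed fragments in the right direction, with 4.33% false calls in edgeR and 5.24% in DESeq2.

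The numbers of the rats pair the libraries, because both libraries of a number come from one animal. The correlation of the deviations of a rat's libraries from their group means, over the 876 fragments on the log2(RPM + 1) scale, was 0.0615, 0.142, -0.148, 0.253 and 0.0113 for rats 45, 52, 61, 71 and 72. The main tests are unpaired, as in the paper's statistics, and the fits with the rat as a block are alternatives.

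The alternatives were other groupings of the libraries by label, each library left out in turn, the rat as a block, equal library sizes, TMM factors, DESeq2, other filters on reads, library totals implied by Supplementary Table 1, other length ranges, other definitions of a 5′ fragment and other denominators for the main fragment. Northern blots, quantitative RT-PCR, cell culture and other small RNA classes were not analysed here.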

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

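A library counted as far from the others when its gap to the nearest one exceeded 0.71 of its group's range. This was tested for 64 groups of 5 libraries, where chance alone gives about 3.2 such libraries, and 8 were found. All tests in this part were chosen after the results had been seen.

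The control library of rat 72 held 42674116 reads, against 5150335 to 7045078 in the other control libraries. Its 570737 tRNA-derived reads, against 100418 to 163268, were also far from the others. As a percent of the library they were 1.34%, the lowest of the control libraries but not far from them. The ischemic library of the same rat held 4119056 tRNA-derived reads, against 1364045 to 2084431, at 46.7% of its reads. A difference in depth between the groups is argued against as the source of the higher tRNA-derived reads in ischemia, since the log2 difference in percent of the library was 3.89. The depth of the control library of rat 72 does weigh on every mean of unscaled reads.

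In the same rat, the 33-nt fragment of tRNA22-GluCTC held 44.5% of its tRNA's listed 5′ reads in the ischemic library, against 56.5% to 59.6% in the other ischemic libraries. In the control library, the fragment of tRNA7-GlyGCC stood at 201 RPM, against 743 to 946, and that of tRNA3881-GluTTC at 11.0 RPM, against 5.52 to 6.67. The control library of rat 61 was far from the others for tRNA3946-HisGTG, with 557 RPM against 61.2 to 121.9, and for tRNA1683-LysTTT, with 5.90 RPM against 1.55 to 2.34. No technical or biological explanation was tested for these single libraries, and the design gives no biological difference between the rats. All of these fragments were higher in the ischemic library in 5 of 5 rats. Without the control library of rat 61, the mean control share of the tRNA3946-HisGTG fragment was 0.00879% of all reads in place of 0.0182%.

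Among the 10 most abundant sequences in the ischemic group, 4 are listed in neither supplementary table, and all 4 lay above their control level. The third most abundant was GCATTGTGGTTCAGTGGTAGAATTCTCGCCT of tRNA1668-GlyGCC, at 23604.8 RPM in the ischemic and 3030 RPM in the control group. It is 1 base shorter, at position 6, than the main fragment of that tRNA, and ends at the same tRNA position. Shorter forms of it, GCATTGTGGTTCAGTGGTAGAATTCTCGC and GCATTGTGGTTCAGTGGTAGAATTCTCGCC, stood at 4794 and 4663 RPM against 160.4 and 289 RPM. The shorter sequence made up 29.5% ± 1.99 (SD, n = 5) of the pair it forms with the main fragment in the ischemic group and 30.9% ± 2.64 in the control group (two-sided exact permutation test, p = 0.357), which argues against a change of this share with ischemia for tRNA1668-GlyGCC. A general loss of a base from short runs during amplification or sequencing is argued against by the run that begins at position 9 of the same fragment, where 0.144% of the reads were 1 base shorter. What stays open is a variant of the strain or of single tRNA genes, or an event at position 6 of certain tRNAs, such as a modified base passed over in reverse transcription. The fragments of tRNA22-GluCTC and tRNA7274-GlyCCC were also 1 base shorter at position 6 in 62.4% and 75.1% of the reads in the ischemic group and 55.8% and 63.4% in the control group (two-sided exact permutation tests, p = 0.0635 and 0.0238), so for tRNA7274-GlyCCC the share was higher in ischemia, while that of tRNA3946-HisGTG, which has no run there, was so in 0.120%. The fragments of tRNA7-GlyGCC and tRNA1683-LysTTT have a run of G that includes position 6 too, and no sequence with 1 base less in that run is listed for either, so the loss is not shared by all runs at this position. The list holds only sequences seen in every ischemic library. A gene variant and a modified base cannot be told apart, since each of these tRNAs may have variant genes of its own and no genome sequence was used here.

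The fourth is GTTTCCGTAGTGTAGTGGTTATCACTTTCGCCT, assigned to tRNA1631-ValAAC, at 5381 RPM in the ischemic and 148 RPM in the control group. It differs from the main tRNA Val(CAC) fragment by G26T, with positions counted from 1 at the 5′ end. It made up 3.78% ± 0.835 of that pair in the ischemic and 2.75% ± 0.287 in the control group (SD, n = 5; two-sided exact permutation test, p = 0.00794). For G26A and G26C the shares were 1.19% and 0.671% in the ischemic and 1.17% and 0.614% in the control group (two-sided exact permutation tests, p = 0.571 and 0.127). A misreading would thus have to differ between the groups for G26T. Such a difference is not limited to this change. At position 7 of the same fragment, G7A, G7C and G7T made up 0.714%, 0.437% and 0.817% in the ischemic group. In the control group they made up 0.522%, 0.310% and 0.561% (two-sided exact permutation tests, unadjusted p = 0.0397, 0.0238 and 0.0159). Of the 5′ reads listed for tRNA Val(AAC) whose bases before position 26 are those of the tRNA Val(CAC) fragment, 66.6% had this base, 21.9% the base of G26A and 11.5% that of G26C. Among fragments of 34 nts, which reach the anticodon, those with G26T and G26C are listed under tRNA Val(CAC). They made up 2.84% ± 0.692 and 0.572% ± 0.0615 (SD, n = 5) of their pairs in the ischemic group. This goes with tRNA Val(CAC) fragments misread at position 26. Other values go the other way: no sequence of 34 nts with G26A is listed for this fragment, and in the fragment of tRNA1610-ValCAC, G26T made up 0.371% ± 0.0907 and G26A 3.51% ± 0.304 (SD, n = 5), so a misreading would have to differ between the 2 fragments. Only 1 tRNA is listed under tRNA Val(AAC), and its own sequence can hold only 1 base at position 26. The reads with the other bases thus need misreading or variant genes. For any 1 of these sequences, misread tRNA Val(CAC) fragments and true tRNA Val(AAC) fragments cannot be told apart here. The paper does not report these 4 sequences.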

How the results depend on the processing

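The choices named here were set before the data were examined, except the library totals implied by Supplementary Table 1 applied to the fits, the restriction to fragments with at least 1 read in every control library, the level in RPM and the length of the assembled sequence, which were chosen after seeing the data. The cause of a change was not tested unless stated.

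The higher number of tRNA-derived reads in ischemia kept its direction under every alternative run and, where the test can pass the threshold, its side of it under all except the grouping by source labels (log2 difference 1.11, p = 0.421, two-sided exact permutation test). Leaving out each library in turn gave 3.37 to 4.03. With 828 fragments higher and 29 lower in the main setting, the fits that each left out 1 library gave 827 to 828 and 23 to 31. DESeq2 gave 824 and 28, and all 824 and 28 were among those of edgeR. With the rat as a block, 827 fragments were higher and 27 lower, 827 and 26 of them the same fragments; for shares of the tRNA-derived reads the block gave 132 larger and 79 smaller. For the number of tRNA-derived reads, the sign-flip test of the 5 paired rats gave p = 0.0625, the smallest it can reach, and the exact test on the 6 libraries with matching labels gave p = 0.1, again the smallest possible, so these tests cannot pass the threshold.

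Grouping by the source labels gave 0 fragments higher and 0 lower (0 and 0 also at an unadjusted p under 0.05), 0 with a larger and 0 with a smaller share (22 and 13 unadjusted), and 0 of the 10 fragments of Supplementary Table 1 (0 unadjusted). It reversed the log2 fold changes of the fragments of tRNA1610-ValCAC (-0.36), tRNA22-GluCTC (-0.15), tRNA7274-GlyCCC (-1.65), tRNA3881-GluTTC (-0.27), tRNA1683-LysTTT (-0.14), tRNA Glu(CTC) from position 3 (-2.24), tRNA2138-GluTTC (-1.79), tRNA20-AspGTC (-0.51), tRNA Glu(CTC) from positions 16 and 13 (1.28 and 1.69), and the shorter tRNA Gly(GCC) sequences of 30 and 31 nts (-0.047 and -0.28). In percentage points it reversed the shares of tRNA Val(CAC) and tRNA Gly(GCC) together (-1.51), of 29 to 34 nts (-1.04) and of the 5′ end (-1.24). The main-fragment share of tRNA1600-ValCAC lost its call (1.20), and those of tRNA1668-GlyGCC (0.623), tRNA7-GlyGCC (0.153), tRNA1610-ValCAC (-0.00168), tRNA3946-HisGTG (-0.983), tRNA7274-GlyCCC (-1.18), tRNA3881-GluTTC (-1.32) and tRNA1683-LysTTT (-0.450) turned. In these groups the percent of tRNA-derived reads ran from 1.34% to 46.7% among the libraries labelled ischemic and from 2.32% to 39.5% among those labelled control.

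The 6 libraries whose labels match the side gave 10 fragments lower, 9 with a larger share (140 unadjusted) and 50 with a smaller share, and turned the main-fragment shares of tRNA3946-HisGTG (-0.604) and tRNA7274-GlyCCC (-0.186). With 3 libraries against 3 the exact test cannot go below 0.1, and fewer libraries alone lower such counts.

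Scaling to the tRNA-derived reads with TMM factors, which removes the overall rise by construction, left 166 fragments higher and 96 lower and 4 of the 10 fragments of Supplementary Table 1. It moved the split of the calls from 96.6% to 63.4% higher. The log2 fold changes of the main fragments of tRNA1668-GlyGCC (-0.75) and tRNA3946-HisGTG (-0.49) and of the shorter tRNA Gly(GCC) sequence (-0.85) turned.

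The filter sets how many fragments are tested. Without one, 2262 were tested, and 2117 were higher, 722 had a larger and 150 a smaller share. With 10 reads in every library, 145 were tested, and 130 were higher, 10 lower, 31 larger and 39 smaller in share. With at least 1 read in every control library, 526 were tested, and 478 were higher and 77 larger in share. In this setting 45.0% of the changed shares were larger, against 63.4%.

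Leaving out 1 library moved the share of tRNA Val(CAC) and tRNA Gly(GCC) together between 1.25 and 3.82 percentage points. Without the control library of rat 52 its p was 0.00794. Among fragments of 29 to 34 nts the difference was -0.338 (p = 0.778, two-sided exact permutation test). The share of fragments that begin at position 1 differed by 2.11 percentage points (p = 0.294, two-sided exact permutation test), and by 0.547 to 2.82 when 1 library was left out, the smallest without the control library of rat 72 (p = 0.595). Fragments that begin at positions 1 to 3 differed by 2.68 percentage points (p = 0.0397, two-sided exact permutation test). The internal share differed by -2.54 percentage points, and by -0.986 without the control library of rat 72. The main-fragment share of tRNA1600-ValCAC lay between 2.17 and 3.49 percentage points across the fits without 1 library, and passed the threshold in all but 4 of them: without the control library of rat 45 or the ischemic library of rat 52, 71 or 72. That of tRNA3946-HisGTG lay between -2.25 and 3.49 and that of tRNA7274-GlyCCC between -0.548 and 3.25. Those of tRNA1610-ValCAC and tRNA1631-ValAAC each lost the threshold in 3 of these fits. For tRNA1631-ValAAC it was -4.06 when all its fragments with the same first 20 nts were counted.

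Among all changes of single fragments and the other main-fragment shares, 449 values kept direction and side of the threshold, 23 lost the threshold and 32 turned. Outside the grouping by source labels, 13 lost it and 14 turned. For fragments with few control reads, such as those with the largest rises, the depth limits how exactly the fold can be given.

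For each count of fragments, 100 of the 126 distinct splits of the 10 libraries into groups of 5 were fitted, and 1 of the 100, the real one, gave as many fragments higher, 1 as many lower, 1 as many with a larger share and 1 as many with a smaller share. Among the 9 splits that part all 5 pairs of libraries, only the real one did. Scaled to the library totals, the other 99 splits gave 0 fragments. Scaled to the tRNA-derived reads, 2 of them gave any, at most 82.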

Differences from the paper's values

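The paper's value for tRNA-derived fragments in the ischemic group is 51.6%, against 32.6% ± 12.5 (SD, n = 5) of the library totals here. The paper's text does not name the reads that its percent refers to. Per 100 reads outside the list, the tRNA-derived reads stood at 52.4 ± 27.2 (SD, n = 5) in the ischemic group. This number is close to the paper's, but it is a ratio to the other reads and not a percent of a whole that includes the tRNA-derived ones, and it was not computed for this comparison. Whether the paper used such a ratio, or the percent of a smaller set of reads, was not tested. Among the alternatives set before the data were examined, the mean without the ischemic library of rat 61, 37.2%, was within 1.5 times the paper's value. The 6 libraries with matching labels (29.2%), the groups by source label (18.2%) and the fits without the ischemic library of rat 45 (30.9%), 52 (31.8%), 71 (34.1%) or 72 (29.1%) were not. Pooling the reads of the 5 libraries, chosen after seeing the values, gave 30.3%.

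In Supplementary Table 2, the paper's mean control reads for the 27-nt fragment of tRNA22-GluCTC are 481, against 8.6 here, and none of the alternatives set before the data were examined closed the gap. The paper's pair of means, 481 and 21.6, is that listed in the deposited values for the fragment of the same tRNA from position 13 to 42. For the 27-nt fragment of tRNA7-GlyGCC the paper's mean control value is 0.2 reads, against 2.2 here, and for the 30-nt fragment of tRNA1683-LysTTT it is 9 reads, against 3.4 here. Grouping by the source labels, set before the data were examined, brought both within the rule for a difference, because of the larger spread of those groups; the other alternatives did not. Larger gaps lie within the SD of the control libraries: 1.4 in the paper against 132.2 ± 196 reads here for the 26-nt fragment of tRNA3881-GluTTC, 10 against 220.4 ± 365 for its 30-nt fragment, 14.8 against 131.6 ± 181 for the 32-nt fragment of tRNA22-GluCTC, and 1.2 against 28.8 ± 43.3 for the 26-nt fragment of tRNA1668-GlyGCC. For the 26-nt fragment of tRNA3881-GluTTC the direction is also the reverse, from 132.2 to 21.6 reads here and from 1.4 to 19 in the paper. The same holds for its 27-nt fragment, from 8.2 to 5.6 here and from 2 to 5.8 in the paper. It holds too for the 27-nt fragment of tRNA22-GluCTC, from 8.6 to 24.4 here and from 481 to 21.6 in the paper. In all, 31 of the 78 pairs of means differ from the deposited values of the sequence they stand beside, and all 31 are the pair of another fragment of the same tRNA.

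The paper places tRNA His(GTG) before tRNA Val(AAC) among the most abundant families its Discussion names, which do not include tRNA Glu(CTC); Supplementary Table 1 lists a fragment of tRNA Glu(CTC). Here the share of tRNA-derived reads in the ischemic group was 2.58% ± 0.651 for tRNA Val(AAC), 1.23% ± 0.574 for tRNA Glu(CTC) and 1.11% ± 0.291 for tRNA His(GTG) (SD, n = 5). The fragments that Supplementary Table 1 lists for them stood at 0.181% of all reads for tRNA His(GTG) and 0.179% for tRNA Val(AAC), which is the paper's order, while the most abundant fragment listed for tRNA Val(AAC), which has G26T (positions counted from 1 at the 5′ end), stood at 0.538%. The paper states that fragments of tRNA Val(CAC) were the most abundant. By share of the tRNA-derived reads tRNA Gly(GCC) was first, at 47.1% ± 11.4 against 45.5% ± 12.1 (SD, n = 5). By mean RPM and mean reads, and by the single most abundant fragment, tRNA Val(CAC) was first, as in the paper.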

Other observations

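Except for the one that left out the 10 tRNAs of Supplementary Table 1, the tests in this part were applied to these questions after the results had been seen. The grouping by source labels and the leaving out of a library were themselves set before the data were examined.

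Several technical explanations of the higher tRNA-derived reads in ischemia were weighed. The list holds only fragments seen in every ischemic library, which favors the ischemic group. Over fragments also seen in every control library the log2 difference in percent of the library was 3.88, against 3.89 over all fragments, but this restriction cannot bring back fragments missing from an ischemic library, so how much the selection adds to the difference stays open. The percent of the library of a single listed fragment does not depend on which others are listed, and it rose by 4.81 on the log2 scale for the main fragment of tRNA Val(CAC) and by 3.10 for that of tRNA Gly(GCC). A few abundant sequences as the whole cause are argued against by the log2 difference without the 10 tRNAs of Supplementary Table 1, which was 2.32, with no overlap of the groups. The percent of tRNA-derived reads did not separate the groups formed by the source labels (two-sided exact permutation test, p = 0.960), while the right-brain library was the higher in 5 of 5 rats. The percent thus follows the side and not the labels. This cannot decide which of them names the condition, because it takes for granted that ischemia changes the percent. The side as the condition rests on the paper's text and Supplementary Table 1. From the reads alone, a loss of the other small RNAs at a constant amount of tRNA fragments stays open. The paper's Northern blot and qPCR at 24 h, with U6 as reference, found more of the tRNA Val(CAC) and tRNA Gly(GCC) fragments in ischemic brain. This argues against a constant amount of these fragments relative to U6. The qPCR folds at 24 h were much smaller than the folds of the main fragments in percent of reads here, 28.1 and 8.55. The ratio of tRNA-derived to other reads differed 21.8-fold, and a rise of one and a fall of the other cannot be told apart, because read shares without a spike-in give no absolute amounts. A rise of tRNA fragments with ischemia also stays open, as the biological explanation the design gives.

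Of the 29 fragments lower in ischemia, 25 were internal, and 11 of the 29 come from tRNA Gln(CTG). The listed sequence of 12 of the 29 is also listed for other fragments. In these 12 it has 57 or 51 nts and is longer than the span, so their origin and the bases their reads cover are uncertain. Of the 16 tested fragments that start between positions 13 and 17 and end at position 41 or 42, from 6 tRNAs, 13 were lower and 1 was higher. Their median log2 fold change was -2.18, with a range from -3.21 to 3.45. Dilution by the added tRNA fragments would lower any unchanged fragment by the change in the share of the other reads, a log2 value of -0.54 (SD 0.26 across the ischemic libraries). With the reads outside the list as library sizes, where dilution alone gives no change, 18 of the 29 stayed lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 9 of them among the 16. The split into 18 and 11 follows the outcome of this test: a rule set first, that the count stay within 1.5 times of 29, was not met by 18, so the set of 29 stays undecided. Fragment by fragment, dilution as the whole cause is argued against for these 18. For the other 11 it cannot be told apart from a fall, since they did not pass that test. Without the deep control library of rat 72, 24 fragments were lower, all among the 29, which argues against this library as the whole cause, and with the reads outside the list as library sizes 14 were lower without it. A hypothesis that remains for the 18 is that such fragments, present in the uninjured brain, may be lost or further cut in ischemia. The fragments from position 1 to 26 of tRNA Leu(CAG) and tRNA Leu(CAA) were lower too, the most abundant of them with a log2 fold change of -2.32 against the library totals (adjusted p = 3.09e-05 from edgeR's quasi-likelihood test).

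For tRNA3946-HisGTG, the fragment that lacks the first base of the main one made up 31.6% ± 12.3 (SD, n = 5) of the pair in the control group and 7.89% ± 2.04 in the ischemic group (two-sided exact permutation test, p = 0.00794). For tRNA1668-GlyGCC and tRNA7-GlyGCC, whose main fragments differ by T5G, the fragment of tRNA7-GlyGCC made up 9.54% ± 2.45 of the pair in the control group and 16.7% ± 2.21 in the ischemic group (SD, n = 5; two-sided exact permutation test, p = 0.00794). No explanation of either shift was tested.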
